# A protein kinase C α and β inhibitor blunts hyperphagia to halt renal function decline and reduces adiposity in a rat model of obesity-driven type 2 diabetes

**DOI:** 10.1038/s41598-023-43759-7

**Published:** 2023-10-07

**Authors:** Ju Wang, Agustin Casimiro-Garcia, Bryce G. Johnson, Jennifer Duffen, Michael Cain, Leigh Savary, Stephen Wang, Prashant Nambiar, Matthew Lech, Shanrong Zhao, Li Xi, Yutian Zhan, Jennifer Olson, James A. Stejskal, Hank Lin, Baohong Zhang, Robert V. Martinez, Katherine Masek-Hammerman, Franklin J. Schlerman, Ken Dower

**Keywords:** Drug discovery, Kidney, Metabolic diseases

## Abstract

Type 2 diabetes (T2D) and its complications can have debilitating, sometimes fatal consequences for afflicted individuals. The disease can be difficult to control, and therapeutic strategies to prevent T2D-induced tissue and organ damage are needed. Here we describe the results of administering a potent and selective inhibitor of Protein Kinase C (PKC) family members PKCα and PKCβ, Cmpd 1, in the ZSF1 obese rat model of hyperphagia-induced, obesity-driven T2D. Although our initial intent was to evaluate the effect of PKCα/β inhibition on renal damage in this model setting, Cmpd 1 unexpectedly caused a marked reduction in the hyperphagic response of ZSF1 obese animals. This halted renal function decline but did so indirectly and indistinguishably from a pair feeding comparator group. However, above and beyond this food intake effect, Cmpd 1 lowered overall animal body weights, reduced liver vacuolation, and reduced inguinal adipose tissue (iWAT) mass, inflammation, and adipocyte size. Taken together, Cmpd 1 had strong effects on multiple disease parameters in this obesity-driven rodent model of T2D. Further evaluation for potential translation of PKCα/β inhibition to T2D and obesity in humans is warranted.

## Introduction

Diabetes affects an estimated 170 million people worldwide, posing enormous humanitarian and economic challenges^1–3^. Complications from diabetes account for an estimated 1 in every 8 dollars spent on medical care in the United States^1^. The disease can be difficult to control, and large numbers of individuals succumb to diabetes-induced tissue damage that can culminate in limb amputation, blindness, end-stage renal disease (ESRD), and death. Indeed, the Centers of Disease Control estimates that diabetes is the 7th leading cause of death in the United States^4^. A clear and present need exists for therapeutic strategies for afflicted individuals, in particular given the increasing incidence in obesity which is a significant risk factor^2,5^.

A serious comorbidity of diabetes is diabetic nephropathy (DN), which is characterized by cellular and structural aberrations in the kidney^6^. DN is the leading cause of ESRD in the United States and is also a major risk factor for heart attack and stroke^7,8^. Several signaling molecules and pathways have been implicated in DN progression (reviewed in^8,9^). Among these are the PKC family of serine-threonine kinases. PKCs consists of conventional family members α (alpha), β (beta, with β1 and β2 splice variants), and γ (gamma); novel family members δ (delta), ε (epsilon), θ (theta) and η (eta); and atypical family members ζ (zeta) and ι/λ (iota in humans, referred to as lambda in rodents). Conventional and novel members are activated directly by diacylglycerol (DAG), the levels of which increase in diabetes due to de novo synthesis^10,11^. They are also indirectly activated by oxidative stress and advanced glycosylation end products (AGEs), which increase during diabetic tissue injury^12,13^. Because the activation of PKCs themselves can result in the production of reactive oxygen species (ROS), their activation has been postulated to lead to a destructive feed-forward loop culminating in cell and tissue damage in the diabetic setting^14^.

PKCα and PKCβ have been implicated in human and preclinical DN through elevated expression (PKC α and β) and genetic association (PKCβ)^15–22^. Studies using single and double knockout mice in models of streptozotocin (STZ)-induced type 1 diabetes (T1D) indicate non-redundant roles for these two PKCs in promoting DN: namely, PKCα in the loss of podocyte integrity and increased permeability of the glomerular filtration barrier, and PKCβ in renal cell hypertrophy and fibrosis^23–28^. Consistent with this, administration of staurosporine-based PKC inhibitors such as Ruboxistaurin or CGP41251 is reno-protective in rodent models of T1D (STZ) and/or T2D (db/db model)^16,26,29^. Importantly, however, some PKC family members have protective roles in the kidney: mice deficient in PKCε develop spontaneous kidney disease^30^, and PKCs ζ and ι/λ are required for the maintenance of podocyte polarity and function^31,32^. Therefore, selective inhibition of PKCα and PKCβ, one that spares other PKC family members, constitutes a promising therapeutic strategy to prevent diabetes-induced kidney injury.

Here we evaluate an orally bioavailable and selective PKCα/β dual inhibitor, Cmpd 1^33,34^, in the ZSF1 rat model of T2D. ZSF1 rats are obtained from a cross of two strains heterozygous for leptin receptor mutations^35^. F1 progeny that are not homozygous for leptin receptor deficiency are normophagic and do not develop disease (ZSF1 lean rats), whereas F1 progeny that are homozygous for leptin receptor deficiency are hyperphagic and become obese on high carbohydrate diet^35–40^. ZSF1 obese rats are one of relatively few translationally relevant rodent models of T2D characterized by DN progression to ESRD, with death resulting at 45–50 weeks of age. Therapeutic administration of Cmpd 1 was reno-protective, however the effect was indirect and due to an unexpected and striking effect of a blunted hyperphagic response. This was demonstrated through the inclusion of a pair feeding group in the present study. However, above and beyond this effect on food intake, Cmpd 1 lowered overall body weight, reduced liver vacuolation, and reduced the mass, size and inflammation in inguinal white adipose tissue (iWAT) in ZSF1 obese animals in a manner that was not recapitulated simply by pair feeding.

## Results

### Cmpd 1 is a potent, ATP-competitive inhibitor of PKCα and PKCβ

Cmpd 1 is an example of a 3-Aminopyrrolo[3,4-c]pyrazole-5(1H,4H,6H)carboxaldehyde ATP-competitive inhibitor^33^, and is “Cmpd A” (5-[(2S,5R)-2,5-dimethyl-4-(tetrahydro-2H-pyran-4-ylmethyl)piperazin-l-yl]carbonyl-*N*-(5-fluoro-2-methylpyrimidin-4-yl)-6, 6-dimethyl-1,4, 5, 6-tetrahydropyrrolo[3,4-c]pyrazol-3-amine) in Ref.^34^. Figure 1a is a summary of the half maximal inhibitory concentration (IC_50_) of Cmpd 1 in enzymatic assays against PKC family proteins. IC_50_ values for PKCα and PKCβ were 2 and 11 nanomolar (nM), respectively. Cmpd 1 had moderate activity against some other PKC family members, notably PKCθ (IC_50_ 28 nM) and PKCγ (IC_50_ 96 nM). Selectivity against all other PKC family members was greater than 40-fold, and kinome profiling revealed good selectivity against a panel of 119 kinases (Fig. 1b). In a cell-based setting, Cmpd 1 inhibited the production of IL-8 in response to the DAG mimic and PKC activator phorbol 12-myristate 13-acetate (PMA) with an IC_50_ value of 26 nM (Fig. 1c). In summary, Cmpd 1 is a potent and cell-permeable PKCα/β dual inhibitor with reasonably good selectivity over other PKC family members and the kinome overall.

**Figure 1:**
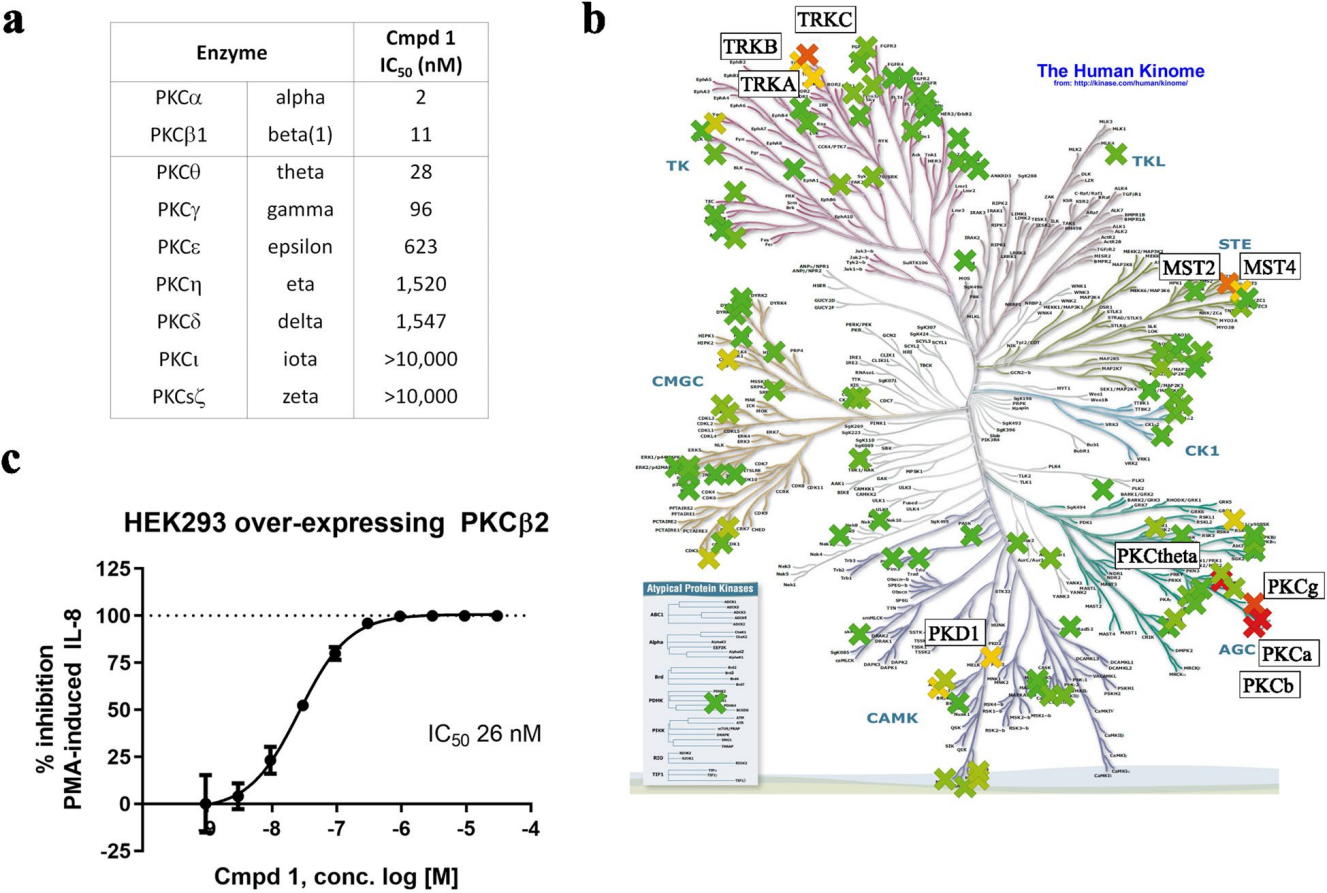
Compound 1 (Cmpd 1; Cmpd A in Ref. 34) is a potent, cell-permeable dual inhibitor of PKCα and PKCβ with a good selectivity profile. (**a**) Half-maximal inhibitory concentration (IC_50_) of Cmpd 1 against PKC family members in recombinant enzyme assays. (**b**) Kinome tree of selectivity profiling of Cmpd 1 against a panel of 119 kinases. The original kinome tree was taken from Ref.^68^. The percent inhibition by Cmpd 1 at 1 micromolar (µM) testing concentration is color coded, ranging from 0% inhibition (darker green) to 100% inhibition (darker red), with 50% inhibition displayed in yellow. All kinases with > 50% inhibition are labeled. (**c**) Percent inhibition by Cmpd 1 in a cell-based assay system using HEK293 cells overexpressing PKCβ2 that produce IL-8 in response to the PKC activator phorbol 12-myristate 13-acetate (PMA; representative experiment shown). Error bars here and in subsequent figures are −/+ standard deviation (SD).

### Cmpd 1 inhibits PKC activity using source material from glomeruli

The roles of PKCα and PKCβ in DN have been attributed to functions in podocytes and mesangial cells, respectively, within the kidney glomerulus^23–28^. All PKC isoforms were detectable in glomeruli isolated from ZSF1 rats based on our previously published transcriptomics analysis^37^, and there was no statistical difference between ZSF1 lean and obese rats for any PKC family member by mRNA abundance (Fig. 2a).

**Figure 2:**
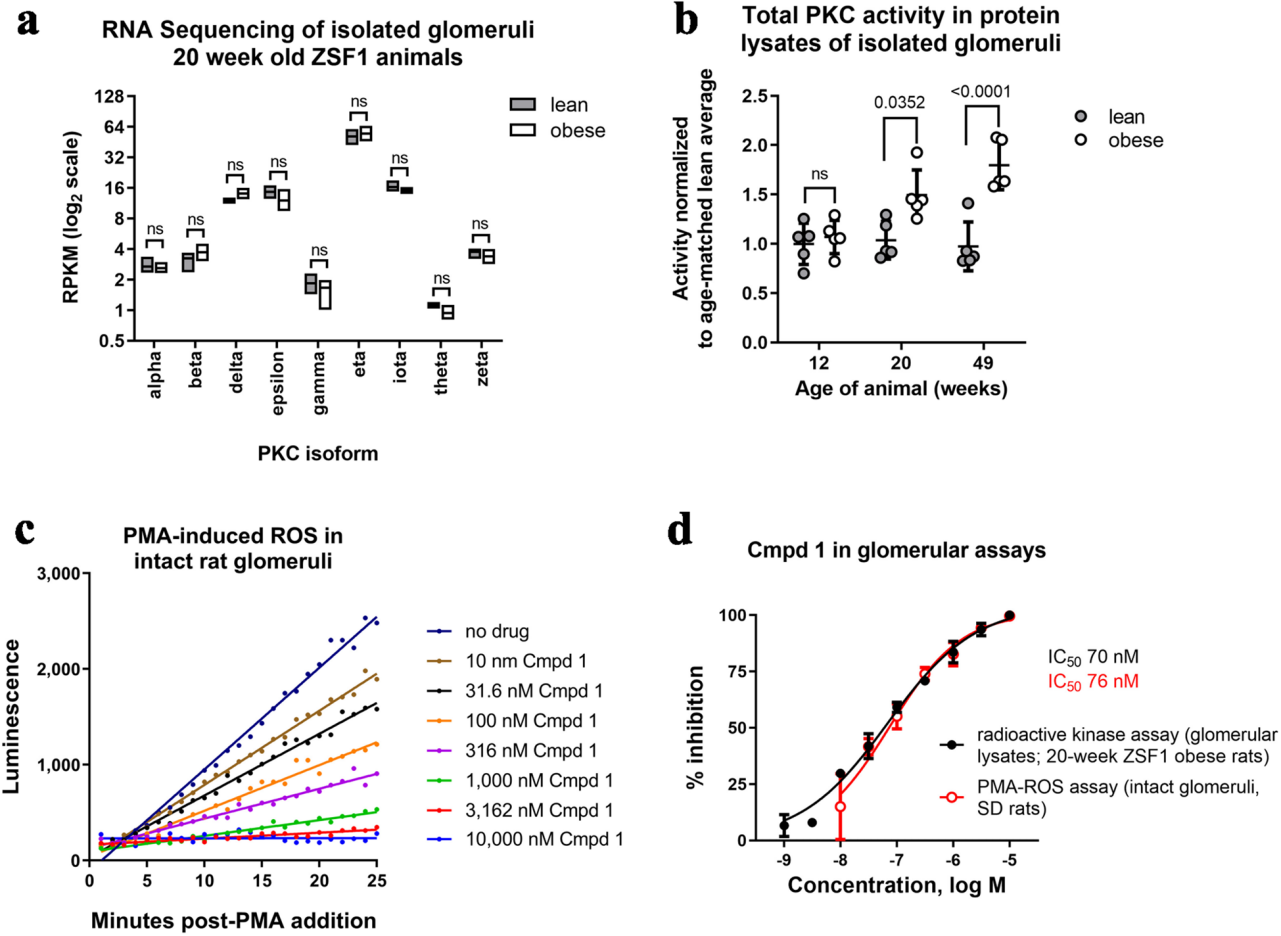
Cmpd 1 inhibits PKC in vitro in PKC activity assays using glomerular source material. Here and elsewhere, ZSF1 lean and obese rats were obtained at 8–9 weeks of age at which time they were switched to high carbohydrate Purina 5008 chow (27% kcal protein, 17% kcal fat, 57% kcal carboydrates). (**a**) mRNA abundance of PKC isoforms by RNA sequencing of isolated glomeruli from 20-week old ZSF1 lean or ZSF1 obese rats (n = 5 each). RPKM = reads per kilobase per million reads. (**b**) Pan-PKC activity in protein lysates made from glomeruli isolated from ZSF1 lean or obese rats at 12, 20, and 49 weeks of age (n = 5 each). Activity was measured in an in vitro radioactive kinase assay using a pan-PKC pseudo-substrate peptide (RFARKGSLRQKNV). (**c**) Luminol luminescence assay for the kinetics of ROS production following PMA stimulation of intact glomeruli isolated from SD rats in the presence of increasing amounts of Cmpd 1 (representative experiment shown). (**d**) Inhibition profiles of Cmpd 1 in a radioactive kinase assay with glomerular lysates from 20-week-old ZSF1 obese animals (average of n = 2 lysates), and in the representative PMA-ROS assay depicted in (**c**). Percent inhibition is normalized to no inhibitor (0%) versus 10 μM Cmpd 1 (100%). Statistical values, here and in subsequent figures, are by Anova Tukey’s multiple comparisons tests where “ns” = not significant.

To measure PKC activity and Cmpd 1 pharmacology in glomerular tissue, we performed in vitro assays with glomeruli isolated by serially sieving minced kidney cortex. In the first assay, protein lysates were generated from glomeruli isolated from ZSF1 lean or ZSF1 obese rats at 12, 20, and 49 weeks of age. PKC activity in these lysates was determined in a radioactive kinase assay using a pan-PKC pseudo-substrate peptide. By this assay, PKC activity was similar in ZSF1 lean and ZSF1 obese rats at 12 weeks of age but was elevated in ZSF1 obese rats at 20 and 49 weeks of age (Fig. 2b). In a second assay, glomeruli from Sprague Dawley (SD) rats were isolated, left intact, and the kinetics of ROS production following PMA treatment was measured by Luminol luminescence^14,41^ (Fig. 2c). Based on the change in velocity of ROS production, an IC_50_ value of 76 nM was obtained (Fig. 2d; red line). Similarly, Cmpd 1 inhibited PKC activity when titrated into the radioactive kinase assay using glomerular lysates from 20-week old ZSF1 obese rats with an IC_50_ value of 70 nM (Fig. 2d; black line). Although a limitation of both assays is that they do not distinguish which PKC isoforms are responsible for the measured response, they indicate that Cmpd 1 can inhibit glomerular PKC activity that is intrinsic (radioactive kinase assay in lysates from 20-week old ZSF1 obese rat glomeruli) or induced (PMA-induced ROS in intact SD rat glomeruli) with double-digit nM potency.

### Cmpd 1 reduces hyperphagia and body weight in ZSF1 obese rats

In preparation for a long-term efficacy study we evaluated Cmpd 1 administration to ZSF1 obese rats through drug formulation in chow. Initial pharmacokinetic (PK) studies supported the use of a formulation to deliver approximately 50 milligram (mg) of Cmpd 1 per kilogram body weight (mpk) per day (50 mpk/day, or 0.744 g Cmpd 1 per kg chow). Results from a 4-day PK study with ZSF1 obese rats under this dosing regimen are shown in Fig. 3a. In the morning and evening respectively, free drug concentrations in serum were roughly 700 nM and 400 nM consistent with higher feeding activity at night. Based on enzyme and cell-based potencies for Cmpd 1, these concentrations were estimated to be sufficient to approach or exceed IC_90_ concentrations against both PKCα and PKCβ throughout the course of the day. Consistently, profiling kinase occupancy of spleens of Cmpd 1 chow-dosed ZSF1 obese animals using a probe-based chemoproteomics approach indicated > 90% occupancy of only PKCα/β from over 200 detectable kinases (Supplemental Fig. 1).

**Figure 3:**
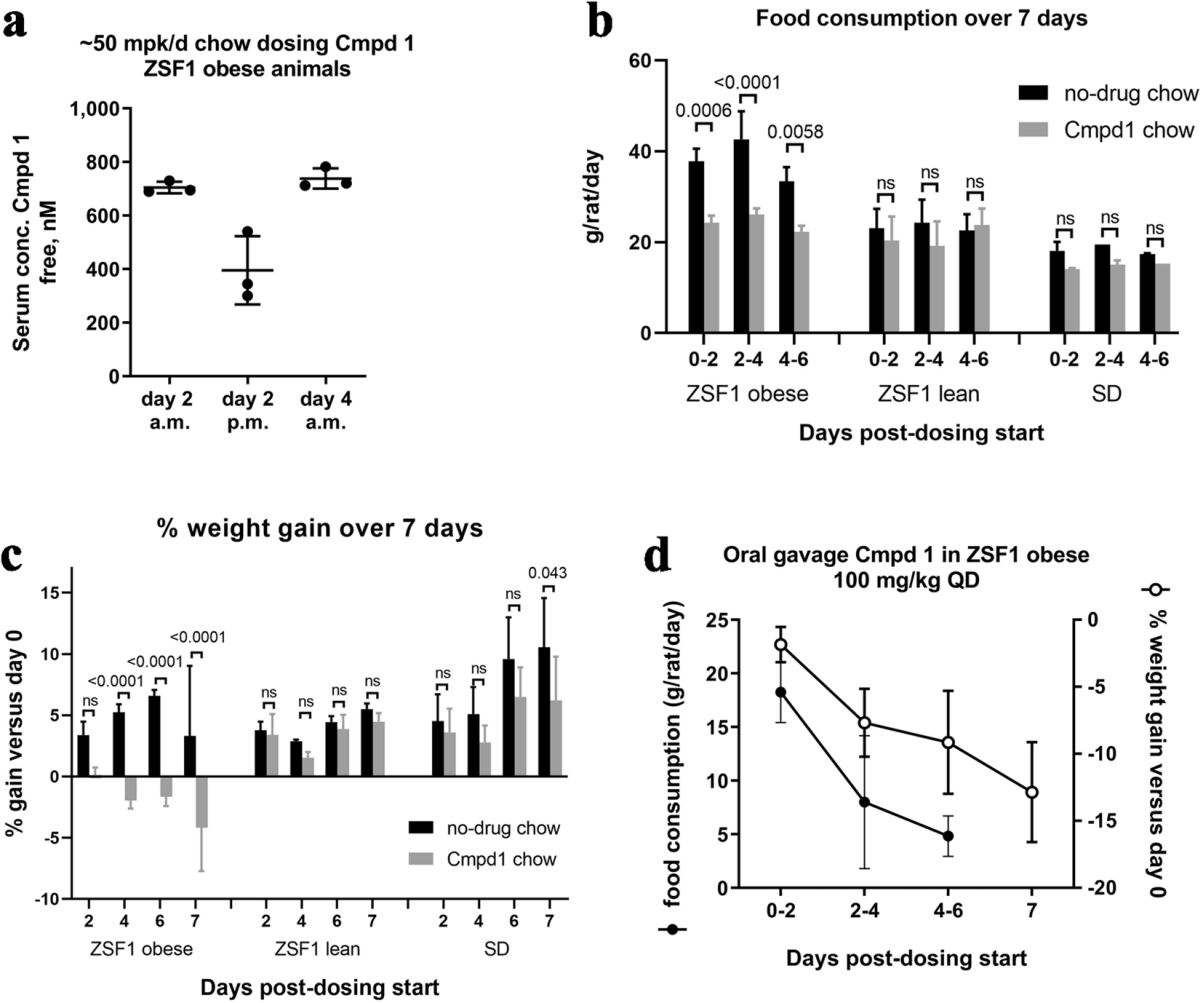
Cmpd 1 administration decreases food consumption and causes weight loss in ZSF1 obese animals. (**a**) Results from 4 day pharmacokinetic (PK) study for free (i.e., corrected for plasma protein binding) serum drug concentrations in the morning (9 a.m.) and late afternoon (4 p.m.) with chow dosing of Cmpd 1. Estimated food consumption (**b**) and % weight gain (**c**) over 7 days for ZSF1 obese, ZSF1 lean, or SD rats fed either no-drug chow or Cmpd 1 chow (n = 3 animals for each ZSF1 group; n = 2 animals for SD group). (d) Average food consumption of no-drug chow (left y-axis; closed circles) and % weight gain (right y-axis; open circles) of ZSF1 obese rats dosed daily with 100 mpk/day Cmpd 1 by oral gavage (n = 5 animals). Weights were measured on days 2, 4, 6, and 7.

During these studies we noticed that ZSF1 obese rats appeared to consume less chow if it was formulated with Cmpd 1. To investigate this, we carried out a 7-day study measuring food consumption and body weight of ZSF1 obese rats provided Cmpd 1 chow versus regular (no-drug) chow. ZSF1 lean rats and SD rats were included for comparison. Food intake was estimated from periodic measurements of chow provided versus chow remaining in the food hopper. Over the study period, ZSF1 obese rats consumed an average of 38 grams (g) per day (g/day) no-drug chow; this value was 24 g/day for Cmpd 1 chow (a 37% reduction; Fig. 3b). By comparison, ZSF1 lean and SD rats consumed an average of 23 g/day and 18 g/day of no-drug chow, respectively, indicating that the reduced intake of Cmpd 1 chow by ZSF1 rats did not drop below normophagic levels. This effect of Cmpd 1 chow was considerably more pronounced in ZSF1 obese rats than in ZSF1 lean or SD rats, although a trend was also evident in these groups (Fig. 3b). ZSF1 obese rats fed Cmpd 1 chow also lost weight over the 7-day study period, whereas ZSF1 lean and SD rats did not (Fig. 3c).

To address the possibility that reduced food intake was an artifact, for example due to a potentially unpleasant taste of Cmpd 1, we evaluated ZSF1 obese rats administered Cmpd 1 daily by oral gavage (100 mpk daily; Fig. 3d). Over 7 days, both food consumption and animal body weights decreased. Thus, in 7-day studies, administration of Cmpd 1 through either chow or oral gavage blunted food intake and reduced the body weights of ZSF1 obese rats. Moreover, these effects were considerably more pronounced in ZSF1 obese rats than in ZSF1 lean or SD rats.

### 10-week efficacy study design

Based on these findings and previous experience with the model, we designed a therapeutic intervention study to evaluate chow dosing of Cmpd 1 for 10 weeks initiating in 21–22-week-old ZSF1 obese rats. We included a no-drug comparator group for which food intake was restricted to approximately match that of Cmpd 1-dosed animals. To achieve this, the estimated amount of Cmpd 1 chow consumed each week was monitored and this amount of no-drug chow was placed in the food hopper the following week for the comparator group. As a result, food intake amounts for these two groups were staggered by one week. A summary of the study groups is provided in Fig. 4a. Five age matched ZSF1 lean rats were included as a control (*Lean*). There were three groups of ZSF1 obese rats: a group provided no-drug chow (*Obese*), a group provided Cmpd 1 chow (*Cmpd 1*), and a group with estimated weekly food intake to match that of the Cmpd 1 group the previous week (*Food matched*). These three groups of ZSF1 obese rats consisted of 11 or 12 animals at study start, three of which were sacrificed at study mid-point for interim analyses. Food consumption and body weight were monitored weekly and non-fasting blood was drawn for analysis at 0, 5, and 10 weeks. Animals were placed in metabolic cages at 0, 5, and 10 weeks for renal function tests and sacrificed after the 10-week study duration, corresponding to approximately 32 weeks of age, for terminal histological and molecular analyses. All subsequent analyses include all data for all available animals unless otherwise noted.

**Figure 4:**
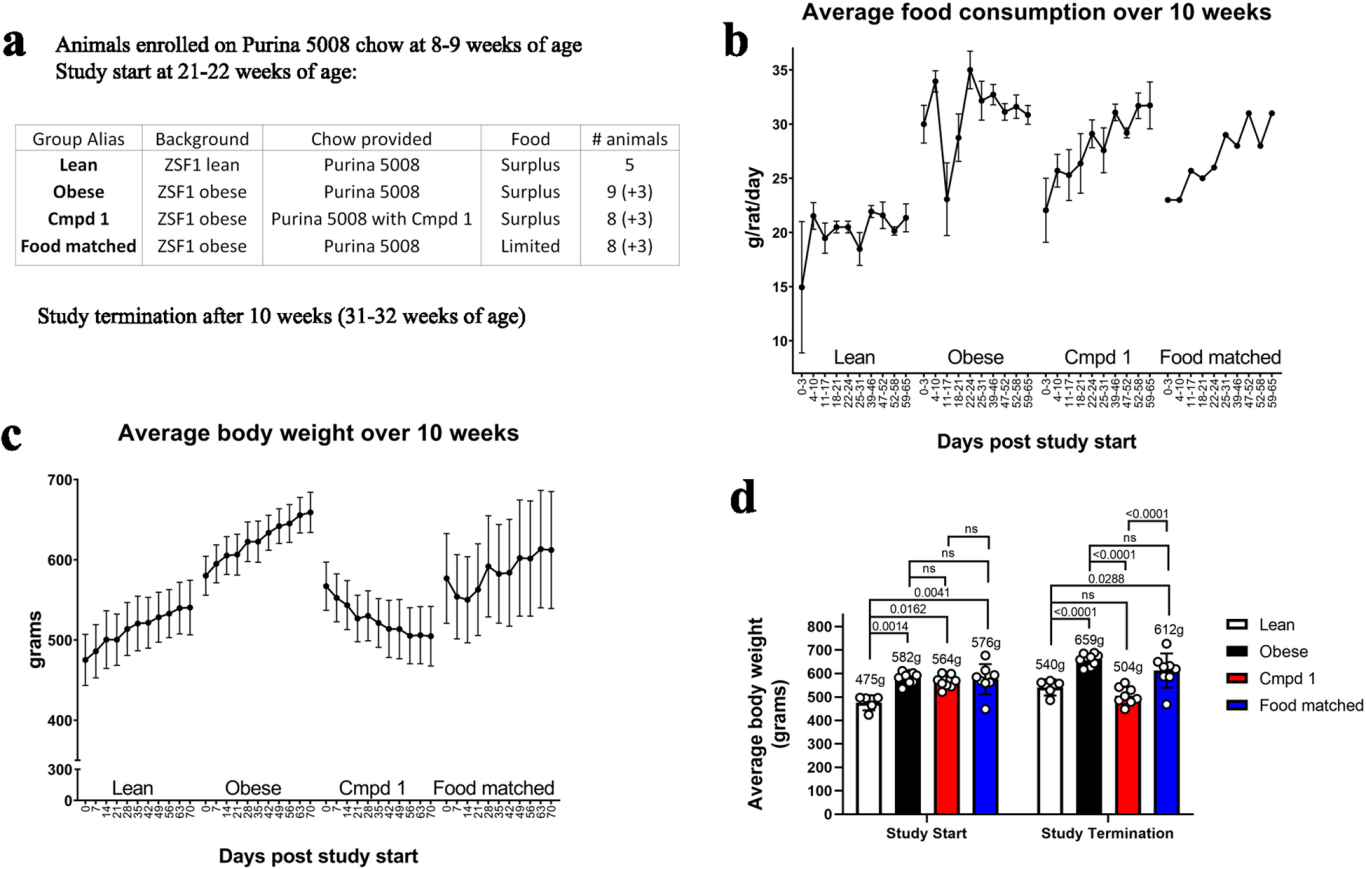
Study groups, food consumption, and body weight over the course of a 10-week Cmpd 1 administration study in ZSF1 obese rats. Animals were 21–22 weeks of age at study start. All groups were maintained on normal Purina 5008 chow for the 10-week study except the Cmpd 1 group, which was provided Purina 5008 chow formulated with 0.744 g Cmpd 1 per kg chow (approximatley 50 mpk/day Cmpd 1 administration; **a**). The amount of food provided each week to the Food matched group was determined by the estimated food consumption by the Cmpd 1 group the previous week. For all three ZSF1 obese groups, 3 animals were taken down at study mid-point for an interim analysis. (**b**) Average food consumption for all animals over the study duration as estimated by amount of food provided versus food remaining in the hopper for the indicated intervals. (**c**) Average body weight over the study duration for all animals. (**d**) Average body weights at study start and study termination (interim animals excluded), with average weights indicated numerically above the bars.

### Food consumption and animal body weights over study duration

As anticipated, the Cmpd 1 group displayed an altered food intake pattern. In the first three days, the estimated average food consumption by this group was 22 g/day, down from 30 g/day in the Obese group (a 27% reduction; Fig. 4b). By comparison, the Lean group consumed an average of 15 g/day in this period. Food consumption in the Cmpd 1 group gradually normalized over the 10-week study duration, and by study termination these animals consumed an estimated 31 g/day compared to 32 g/day by the Obese group. However, despite this normalization, and in clear contrast to the Food matched group, the Cmpd 1 group steadily lost weight over the entire study duration (Fig. 4c). Indeed, at study termination, Cmpd 1 animals were on average approximately 7% less heavy, and not statistically different, than Lean animals (504 ± 35 g, versus 540 ± 30 g; Fig. 4d), despite consuming progressively higher amounts of food. In summary, the effect of Cmpd 1 in suppressing the hyperphagia of ZSF1 obese rats was recapitulated at the outset of this study but dissipated over time, presumably due to a compensatory increase in food intake as these animals lost weight.

### Non-fasting serum parameters

We profiled serum chemistry at intervals over the study duration. Non-fasting conditions were used to minimize the impact of feeding disruptions on study outcomes, and are a significant limitation of these serum measurements. None-the-less, the data are provided here. ZSF1 obese rats displayed multiple features of metabolic syndrome at the study start age of 21–22 weeks, including elevated total cholesterol, reduced HDL cholesterol, elevated triglycerides, elevated glucose, and elevated insulin (Fig. 5a–f). Both Cmpd 1 and Food matched groups displayed a generally improved metabolic profile over the Obese group, in particular an improved cholesterol and triglyceride profile. Glucose levels for both groups were elevated. For most measurements, the Cmpd 1 and Food matched groups were not markedly different. A notable exception, however, was seen in insulin levels. While both Obese and Food matched groups displayed persistent hyperinsulinemia, Cmpd 1 animals appeared to have a reduction in insulin levels that was prominent at the 5 week timepoint however less evident at the 10 week timepoint. While the reasons for this are presently unclear, nonetheless by example, at the week 5 study midpoint the average insulin measurements for the various groups were as follows: 0.26 (± 0.16), 9.3 (± 3.5), 0.62 (± 0.35), and 9.9 (± 6.2) ng/mL for Lean, Obese, Cmpd 1, and Food matched groups respectively. Liver enzymes were not appreciably elevated in Obese animals (ALT and AST; Fig. 5g, h), indicating that liver function is not significantly impaired in this model setting. There were, however, statistically significant differences between Obese and Cmpd 1 animals in ALT at 10 weeks (reduced in Cmpd 1 group). There was also a statistically significant difference in AST at 5 weeks (increased in Cmpd 1 group). This difference was not evident at 10 weeks, and there was no statistical significance between Lean and Obese animals or between Lean and Cmpd 1 animals at any timepoint for either ALT or AST, possibly owing to the smaller number of animals in the Lean group.

**Figure 5:**
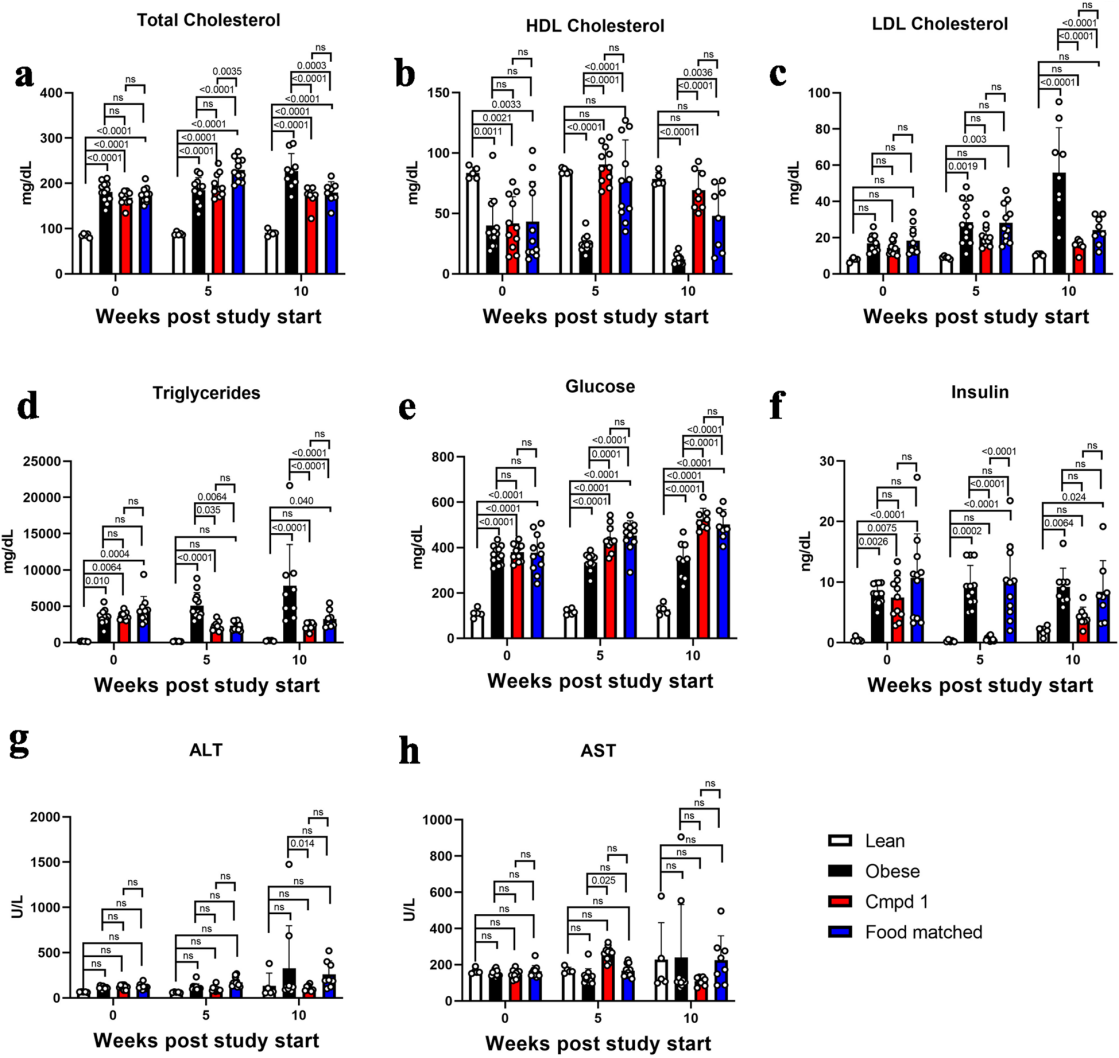
Non-fasting serum measurements at 0, 5, and 10 weeks study duration. (**a**) Serum total cholesterol, (**b**) HDL cholesterol, (**c**) LDL cholesterol, (**d**) triglycerides, (**e**) glucose, (**f**) insulin, (**g**) ALT, and (**h**) AST levels. Non-fasting conditions were used to minimize disruptions to feeding behavior during the study and are a limitation of these measurements.

### Cmpd 1 halts DN progression indirectly through its effect on food intake

Obese animals had renal impairment at their study start age of 21–22 weeks, with approximately 300-fold greater urinary microalbumin to creatinine (uMALB:creatinine) ratio than Lean animals (14,520 ± 4866 µg/mg versus 45 ± 42 µg/mg; Fig. 6a). This impairment progressively worsened over the 10-week study period as evidenced by increasing uMALB:creatinine ratio and 24-h urinary protein excretion in the Obese group (Fig. 6a, b). This progressive decline in renal function was virtually halted in the Cmpd 1 and Food matched groups.

**Figure 6:**
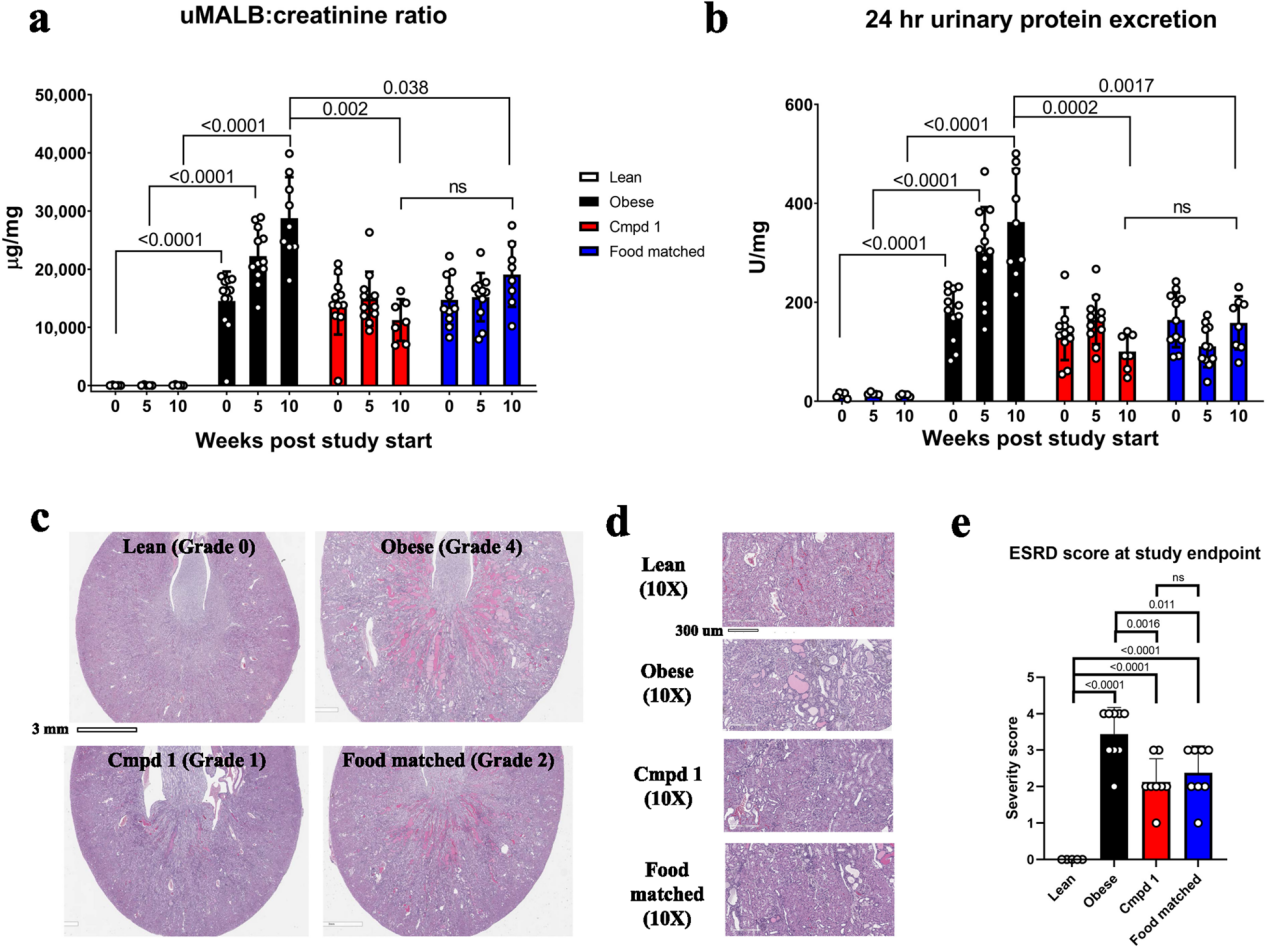
Cmpd 1 halts renal function impairment but does so indirectly through its effect on food intake. (**a**) Urinary microalbumin (uMALB) to creatinine ratio and (**b**) 24 h urinary protein excretion at study start, midpoint, and endpoint. We note that a data point is missing for one animal in the Cmpd 1 group at 10 weeks due to lack of urination by this animal in the metabolic cage. (**c**) Representative images of microscopic changes in the kidneys at study endpoint. Images were taken at 2× magnification and selected to illustrate a range of histopathological severity grades (described below). 10× magnifications are shown in (**d**). (**e**) End stage renal disease (ESRD) score following blinded analysis by a board-certified veterinary pathologist. A severity score of 1–5 (minimal to severe) was assigned using the following criteria: Grade 1 (minimal): < 10% of parenchyma affected, few glomeruli affected and no Bowman’s capsule thickening with only few protein casts and basophilic tubules observed; Grade 2 (mild): 10–25% of renal parenchyma affected, scattered thickening of Bowman’s capsule, +/− synechiation; Grade 3 (moderate): 26–50% of renal parenchyma affected, glomerular and tubulointerstitial changes present; Grade 4 (marked): 51–75% of renal parenchyma affected, glomerular and tubulointerstitial changes present; Grade 5 (severe): > 75% of renal parenchyma affected, glomerular and tubulointerstitial changes present.

By histology, microscopic findings at study termination in the kidneys in Obese animals included changes in the glomeruli and tubulointerstitial compartments (Fig. 6c, d; Supplemental Fig. 2). In the glomeruli, global to segmental multifocal mesangial expansion was observed with variable infiltrate of inflammatory cells, with and without synechiation, and thickening of the Bowman’s capsule. Tubular changes included hyaline protein casts within mostly medullary and cortico-medullary tubules, basophilic cortical and medullary tubules, tubular dilatation, attenuated basophilic epithelial cells, basement membrane thickening, occasional tubular hypertrophy within the cortex, and rare scattered mineralization. Variable expansion of the interstitium could also be observed, with mixed inflammatory cells and loose fibrous connective tissue. In a blinded analysis, the severity of kidney pathology (ESRD score) was graded from 1 (minimal) to 5 (severe; Fig. 6e). By this analysis, ESRD scores at study termination were reduced comparably in both Cmpd 1 and Food matched groups, consistent with the urine biomarker analyses. We conclude that therapeutic dosing of Cmpd 1 halted but did not reverse renal function decline, and did so indirectly through its effects on food intake in ZSF1 obese rats. Overall, a composite rather than a single histological metric was responsible for driving group differences in ESRD scores, with Cmpd 1 and Food matched groups scoring indistinguishably across metrics (Supplemental Fig. 2). Although renal endpoint profiles trended slightly better in Cmpd 1 animals than in Food matched animals, this did not achieve statistical significance, and we also note that reduced food intake for the Food matched animals was shifted by 1 week relative to Cmpd 1 animals over the study duration. Thus, any potential reno-protective effect of PKCα/β inhibition specifically in the glomerular compartment was not overtly evident given the over-riding effect of altered food intake pattern in halting renal function decline in the model setting.

### Cmpd 1 directly affects adiposity of liver and iWAT in ZSF1 obese rats

We examined two other tissues relevant to the model and our observations: liver and inguinal white adipose tissue (iWAT). Cmpd 1 animals had reduced liver weights; however, this reduction primarily reflected differences in overall body weights (BW; liver to BW ratio; Fig. 7a). Histological analyses, in contrast, revealed differences in the livers across the groups. Obese animals had fatty livers as exemplified in the representative histology images in Fig. 7b. Microscopic findings included vacuolation, presumably from lipid accumulation, characterized as centrilobular to midzonal, and diffuse or multifocal macrovacuolation of hepatocytes with eccentric nuclei (consistent with lipid). To compare treatment groups, the severity score of liver macrovacuolation were assigned in blinded fashion and ranged from 0 (no macrovacuolation) to 3 (moderate macrovacuolation; Fig. 7c). Cmpd 1 reduced liver macrovacuolation scores in a manner not seen in the Food matched group: after 10-weeks of dosing, five of eight Cmpd 1 animals had liver macrovacuolation scores of 0 compared to only one of eight animals in the Food matched group. No appreciable necrosis was evident in the liver at study termination, and there was also no evidence of liver fibrosis by Picrosirius red staining (PSR; Supplemental Fig. 3). The model therefore appears to manifest features of simple steatosis but not of more advanced liver disease, with liver function largely unimpaired as evidenced by the lack elevation in AST or ALT (Fig. 5).

**Figure 7:**
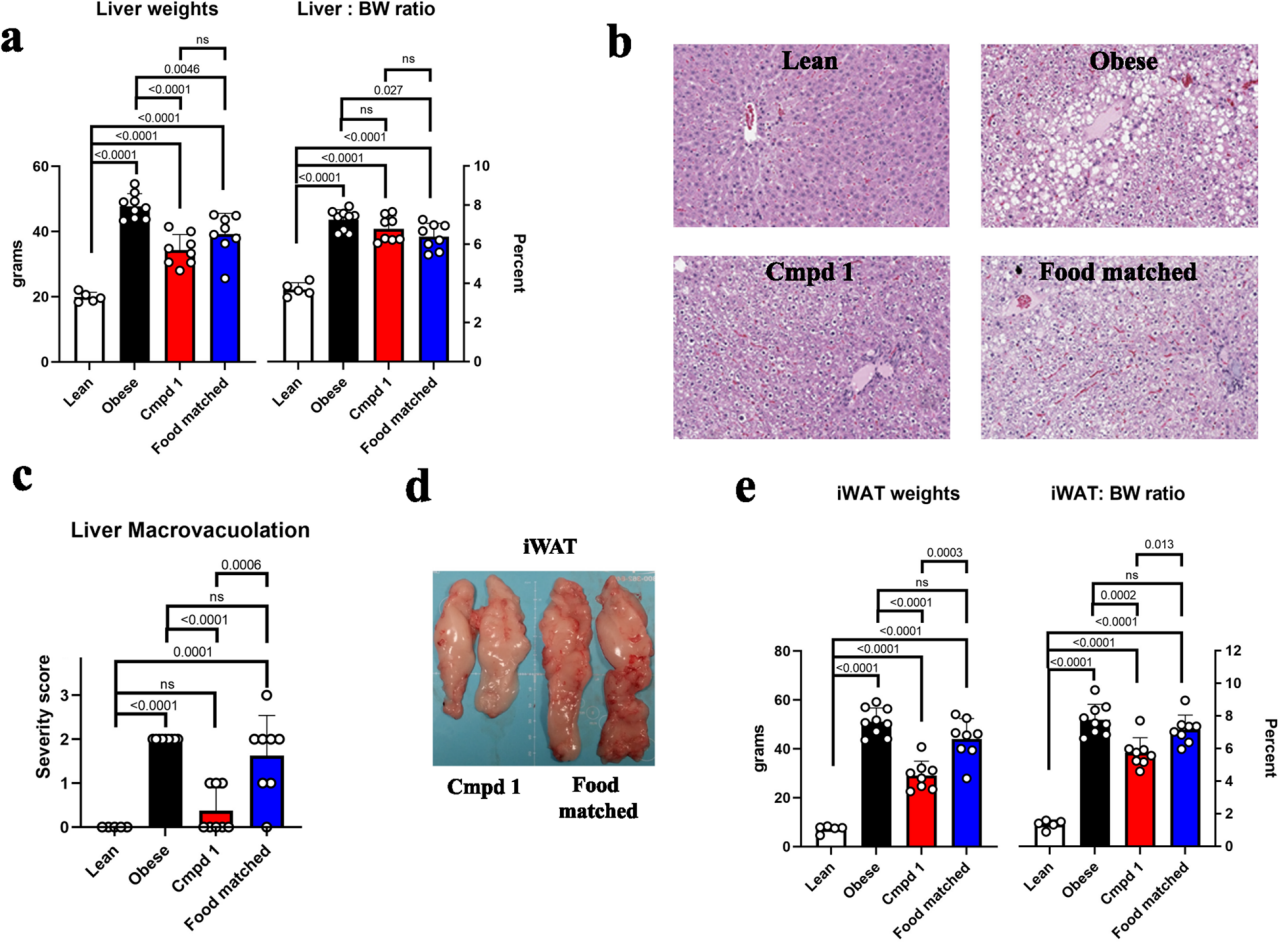
Cmpd 1 administration reduces liver macrovacuolation and the size of inguinal white adipose tissue (iWAT) in ZSF1 obese rats above and beyond its effect on food intake. (**a**) Liver weights and liver to body weight ratio (Liver:BW ratio) at study termination. (**b**) Representative microscopic findings in the liver at study termination, highlighting hepatocyte vacuolation. (**c**) Liver macrovaculation score of all animals at study termination based on blinded analysis by a board-certified veterinary pathologist assessed on HE-stained sections and assigned a severity score of 0–3 (no macrovacuolation to moderate macrovacuolation). (**d**) Image depicting size difference in iWAT of representative animals from Cmpd 1 and Food matched groups. (**e**) iWAT weights and iWAT:BW ratio at study termination.

One striking find at necropsy was that the size of iWAT tissues was noticeably different across the groups, including between Cmpd 1 and Food matched animals (Fig. 7d). Cmpd 1 animals had substantially lower iWAT weights (29 ± 5.5 g) than Obese animals (51 ± 5.3 g) or Food matched animals (44 ± 7.8  g; Fig. 7e), although still considerably higher than iWAT weights in Lean animals (7.23 ± 1.32 g). Unlike with liver weights, differences in iWAT weights were not due to differences in overall body weights (iWAT to BW ratio; Fig. 7e). Taken together, Cmpd 1 had favorable effects on adipose tissue and overall adiposity in ZSF1 obese animals above and beyond its food intake effect, and in accordance with the body weight profiles over the study duration.

### Molecular and cellular changes in iWAT with Cmpd 1 administration

Given the dramatic impact of Cmpd 1 administration on iWAT this tissue was selected for more detailed molecular analysis. We performed bulk RNA sequencing of iWAT tissue from five randomly selected animals from each group. 

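Inguinal white adipose tissue is a subcutaneous fat depot, and 20 libraries from it were read, 5 rats in each of the Lean, Obese, Food matched and Cmpd 1 groups. Lepr, the leptin receptor gene whose mutations make the ZSF1 obese rat obese (chromosome 5 of rn6, 120503475 to 120682283), was measured at 7.66 ± 3.28 CPM (counts scaled to library size; SD, n = 5 rats) in Lean animals. It was at 1.56 ± 0.260 CPM in Obese, 1.82 ± 0.328 CPM in Food matched and 1.43 ± 0.120 CPM in Cmpd 1 animals. For Obese versus Lean this is a log2 fold change of −2.29 (standard error 0.25, adjusted p = 1.9e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).
Some libraries also held transcripts of other tissues. Acta1, the actin of skeletal muscle, was at 721 and 1230 CPM in Lean rats 1 and 2, at 20.7 CPM in Food matched rat 5 and at most 2.44 CPM in the other libraries. Apob, a lipoprotein gene of intestine and liver, was at 36.2 CPM in Lean rat 5 and at most 0.246 CPM elsewhere, and Scgb2a1, a secretoglobin of glands, was at 37.9 CPM in Obese rat 4 and at most 1.23 CPM elsewhere. The first principal component, with 43.2% of the variance, placed Lean rats 1 and 2 at −102 and −108 and the other Lean rats between −66.2 and −51.0.
The authors prepared stranded mRNA libraries and counted uniquely mapped reads per gene with featureCounts. The paper maps the reads to rn6 with STAR v2.4.0h, whereas the submitters' processing notes name STAR 2.5.2 and GRCh38, a human build, for a table of rat gene identifiers. The deposited values are raw counts for 32545 genes, with 50604956 to 68048796 reads counted per Lean library, 56743417 to 70206686 per Obese, 54649679 to 74784655 per Food matched and 31716457 to 65759306 per Cmpd 1 library. Genes with no reads in 10 or more of the 20 libraries were left out, as the paper's methods describe, and the other 17653 were fitted in 1 model of the 4 groups with TMM normalization. A differentially expressed gene (DEG) has a fold change over 1.5 and an adjusted p under 0.05. Values in CPM use the TMM-scaled library sizes.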

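The Food matched and Cmpd 1 groups, both of obese rats, can each be set against the Obese group. The phenotype label of the Food matched samples reads lean, against their titles and the paper. They were taken as obese. In Cmpd 1 versus Obese animals 623 genes were DEGs, 129 of them higher and 494 lower with Cmpd 1. Lipg, which encodes endothelial lipase, was at 0.384 ± 0.181 CPM (SD, n = 5 rats) with Cmpd 1 and 1.97 ± 0.375 CPM in Obese animals, a log2 fold change of −2.31 (standard error 0.31, adjusted p = 0.00033 from edgeR). The other genes with the largest decreases were Tmem72, a membrane protein gene, at −2.85, and Dsg2, a desmosomal cadherin, at −3.18, although the change of Dsg2 had a standard error of 0.95. The largest increases were those of Srms, a tyrosine kinase (2.79-fold), Prdm8, a zinc-finger regulator (2.17-fold), and B3galt1, a galactosyltransferase (2.15-fold).
Food matched versus Obese animals gave 0 DEGs by edgeR, with 1887 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.0647 from the same edgeR model. In this contrast limma-voom called 10 DEGs and DESeq2, with its own size factors and 22358 genes, called 69. Without Food matched rat 5, edgeR called 93. The count for Cmpd 1 versus Obese animals was 365 without Cmpd 1 rat 4 and 401 without Obese rat 4, scaling by library size alone gave 198 higher of 626, and with no fold threshold 1251 of 2475 genes were higher with Cmpd 1.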

Differential expression analysis was conducted for two contrasts: Obese versus Lean groups (disease-associated changes), and Cmpd 1 versus Food matched groups (Cmpd 1-associated changes not due to changes in food intake). By this analysis, we identified 2523 disease-associated differentially expressed genes (DEGs), 970 Cmpd 1-associated DEGs, and 795 DEGs that were present in both contrasts (Fig. 8a). 

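The disease contrast took in 3929 DEGs, of which 1991 were higher and 1938 lower in Obese than in Lean animals. The Cmpd 1 contrast took in 1092 DEGs, 272 higher and 820 lower with Cmpd 1 than in Food matched animals, and 868 genes were DEGs in both contrasts. With no fold threshold 2015 of 4031 genes were higher with Cmpd 1, and scaling by library size alone gave 327 higher of 1065 DEGs. Among the 868, 651 were higher in Obese animals and lower with Cmpd 1, where independent lists of these sizes would share 92.5, and 189 were lower in Obese animals and higher with Cmpd 1, where independent lists would share 29.9. The overlap has an odds ratio of 17.1 over the genes tested.
Klk6, a secreted serine protease, was at 0.859 ± 0.611 CPM (SD, n = 5 rats) in Lean and 23.4 ± 6.41 CPM in Obese animals, and at 56.1 ± 28.5 CPM in Food matched and 5.30 ± 1.97 CPM in Cmpd 1 animals. Its log2 fold change was 4.77 for Obese versus Lean (standard error 0.44, adjusted p = 2.2e-08 from edgeR) and −3.39 for Cmpd 1 versus Food matched (standard error 0.38, adjusted p = 3.3e-05 from edgeR). Tmem72 (−3.44), Lipg (−2.24) and the keratin gene Krt79 (−2.13) were also among the genes with the largest decreases with Cmpd 1. The largest increases were those of Grhl3, an epithelial transcription factor (2.56), Slc22a3, an organic cation transporter (2.17), Cish, a suppressor of cytokine signalling (1.86), Bzrap1 (1.55), Cpxm2 (1.42) and Egln3, an oxygen-sensing prolyl hydroxylase (2.47-fold higher).
In Obese versus Lean animals the largest increases after Mmp12 were those of Ncan, a proteoglycan gene (log2 fold change 4.94), Wfdc8 (4.93), Klk6, Tmem72 (24.2-fold) and Vsig8 (4.54). The largest decreases were those of Pvalb (−7.58), Mylpf (−7.40), Myl1 (−6.46) and Pgam2 (−6.28), which are skeletal muscle genes, of Ccl21, a lymph node chemokine (−5.91), and of Pmp2, a myelin protein gene (−5.89). Lean rat 4 was at 18.6 CPM for Pmp2 and the other Lean rats at most 3.84 CPM. Without Lean rat 4 the change of Pmp2 was −4.68, and without Obese rat 5 that of Ccl21 was −6.66. Leaving out Lean rat 4 also moved Wfdc8 to 5.51 and Tmem72 from 4.595 to 5.19 on the log2 scale. The 4 muscle genes were DEGs by edgeR and DESeq2 with all animals, but not by limma-voom, nor by edgeR without Lean rats 1 and 2.
The other 28 shared DEGs moved the same way in both contrasts, 3 higher and 25 lower. Those higher were Epn3, Tmem178a and Il4i1, and those lower included Fasn, the fatty acid synthase (−0.70 and −0.68), Gpt2, an alanine aminotransferase (−0.91 and −0.76), and Ccl11, the chemokine eotaxin (−1.52 and −0.69). Apart from Fasn, these genes were picked after their values were seen.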

Hierarchical clustering by Euclidean distance of these 795 shared DEGs differentiated between Lean and Obese groups, and between Cmpd 1 and Food matched groups (Fig. 8a). 

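Over the 868 genes that were DEGs in both contrasts, the 5 Lean rats stood apart from the 15 others at the first division of the tree. Divided into 4 clusters, the 5 Lean rats and the 5 Cmpd 1 rats each formed a cluster of their own. Of the Food matched rats 4 formed the third cluster, and Food matched rat 5 joined the 5 Obese rats in the fourth. The distances were Euclidean, on log2 CPM scaled per gene, with complete linkage. With average linkage the Cmpd 1 group alone kept a cluster to itself among 4. The genes were selected by contrasts between these same groups, and over the 1000 most variable genes, selected without the groups, 0 of the 4 groups formed a cluster of its own at that division. Over those 1000 genes the 5 Lean rats still stood apart at the first division, and were split at 4 clusters. There 1 cluster held only Cmpd 1 rats 2 to 5, while Cmpd 1 rat 1 joined the Obese and Food matched rats.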

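The mean of the animals given Cmpd 1 lay between the Lean and Obese means along the line that joins these means, on log2 CPM of the 3929 DEGs of Obese versus Lean. With Lean at 0 and Obese at 1, the mean position was 0.792 ± 0.100 (SD, n = 5 rats) for Cmpd 1, with animals from 0.688 to 0.950, the highest of them within the range of the Obese animals (0.875 to 1.09), and 1.05 ± 0.069 (SD, n = 5) for Food matched. The difference was −0.253 (two-sided exact permutation test, p = 0.016), larger than the SD of either group. The 2 groups overlapped, with Cmpd 1 rat 1 at 0.950 and Food matched rat 5 at 0.949. Over all 17653 genes tested the difference was also −0.253 (two-sided exact permutation p = 0.0079, the smallest that 5 rats against 5 allow). Over the 868 genes shared by the contrasts, which were selected on the animals scored, the positions were 0.636 ± 0.12 and 1.11 ± 0.082.

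**Figure D1:**
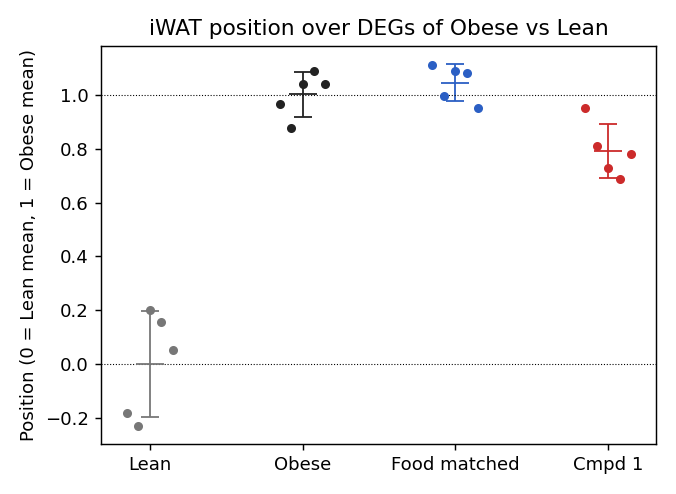
Position of each rat between the Lean mean (0) and the Obese mean (1) over the DEGs of Obese versus Lean. Points are rats and bars give the mean ± SD (n = 5). Cmpd 1 rats sit between 0.688 and 0.950.

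Of the DEGs of Obese versus Lean, 82.5% had a fold change of the opposite sign with Cmpd 1 versus Food matched, and the slope of one fold change on the other across these genes was −0.15. Compared with Lean animals, those given Cmpd 1 still had 2926 DEGs, 1318 higher and 1608 lower. Clec2dl1, a C-type lectin gene, was at 24.1 ± 3.85 CPM with Cmpd 1 and 1.62 ± 1.16 CPM in Lean animals, a log2 fold change of 3.89 (standard error 0.32, adjusted p = 2.6e-08 from edgeR). Vsig8 (4.14) and Mmp12 (5.03) stood even higher over Lean, and the muscle genes Ckm, Acta1 and Myh1 stood lowest. The folds of these 3 rest on Lean rats 1 and 2, with Ckm at 398 and 716 CPM there and at most 1.26 CPM in the other Lean rats, against few reads in the Cmpd 1 group.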

A clear, albeit partial, recovery towards the Lean profile was observed in the Cmpd 1 group. Canonical Ingenuity Pathway Analysis (IPA) identified multiple pathways related to immune function as being elevated in Obese animals (Z-score greater than zero) and conversely inhibited in Cmpd 1 animals (Z-score less than zero; Fig. 8b). 

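Each of 5 lists of immune genes held DEGs that were higher in Obese than in Lean iWAT. Of these lists, 4 held DEGs that were lower with Cmpd 1 than in Food matched iWAT. Of 19 genes of Fcγ receptor phagocytosis, the uptake of antibody-coated particles, 16 were higher in Obese animals (16 when adjusted over the list alone) and 6 were lower with Cmpd 1 (6 over the list alone). Syk, a kinase downstream of these receptors, rose from 39.1 ± 8.63 CPM in Lean to 139 ± 21.4 CPM in Obese animals (SD, n = 5 rats each), and Fcer1g, their common signalling chain, fell from 229 ± 21.6 CPM in Food matched to 140 ± 28.1 CPM in Cmpd 1 animals. Their log2 fold changes were 1.83 (standard error 0.14, adjusted p = 2.7e-09 from edgeR) and −0.71 (standard error 0.12, adjusted p = 0.00034 from edgeR). The receptor genes Fcgr3a (−1.67) and Fcgr2b (−1.12) were lower with Cmpd 1 as well. Only uniquely mapped reads were counted, so reads that fit near-identical copies equally are missing from such genes. Against the other genes, limma's camera gave the list an adjusted p = 6.1e-11 for Obese versus Lean and adjusted p = 2e-12 for Cmpd 1 versus Food matched (adjusted p = 0.17 and adjusted p = 0.17 with an estimated correlation).
Of 16 genes of TREM1 and Toll-like receptor signalling, 7 were higher and 1 lower in Obese animals, and 5 were lower with Cmpd 1, with the same counts when adjusted over the list alone. Nod2, a sensor of bacterial cell wall fragments, had log2 fold changes of 2.01 and −0.77 in the 2 contrasts, and Tlr8, an endosomal RNA receptor, had 1.83 and −0.73. The gene that was lower in Obese animals was Trem1 itself (−0.80), picked out after its value was seen. The camera test gave adjusted p = 0.00027 and adjusted p = 1.7e-05 in turn, and adjusted p = 0.19 and adjusted p = 0.17 with an estimated correlation.
Of 16 genes of antigen presentation, 11 were higher in Obese animals (11, with 1 lower, when adjusted over the list alone) and 7 were lower with Cmpd 1 (7 over the list alone). RT1-Da, a class II histocompatibility gene, was at 334 ± 18.7, 820 ± 59.6, 765 ± 58.1 and 436 ± 87.6 CPM in Lean, Obese, Food matched and Cmpd 1 animals. For RT1 genes too, reads that fit near-identical copies equally were not counted. Set against the other genes by camera, the list had adjusted p = 7.5e-07 and adjusted p = 1e-07, against adjusted p = 0.17 and adjusted p = 0.17 with an estimated correlation.
Of 16 chemokine and cytokine genes, 8 were higher and 1 lower in Obese animals (9 and 1 when adjusted over the list alone), and 4 were lower with Cmpd 1 (5 over the list alone). Ccl4, a chemokine of macrophages, had log2 fold changes of 1.95 and −0.69, and Tgfb1 rose in Obese animals by 1.44. Tested as a set by camera, these genes had adjusted p = 0.013 and adjusted p = 0.022, and adjusted p = 0.25 and adjusted p = 0.29 with an estimated correlation.
Of 6 phagocyte oxidase genes, which make reactive oxygen species, 5 were higher in Obese animals (5 over the list alone), such as Cyba (1.54) and Cybb (1.50). With Cmpd 1, 0 of the 6 were DEGs by edgeR or limma-voom and 1 was lower by DESeq2, while all 6 were lower at an unadjusted p under 0.05; Cybb had a fold of 1.49, under the threshold. From limma's camera the list had adjusted p = 6.2e-06 and adjusted p = 0.00012, and adjusted p = 0.17 and adjusted p = 0.17 with an estimated correlation.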

Further analysis using IPA Diseases & Functions annotations identified “quantity of adipose tissue”, “subcutaneous fat”, and “white adipose tissue” as being elevated with disease and inhibited by Cmpd 1, whereas “uptake of monosaccharide” was reduced with disease and rescued by Cmpd 1 (Fig. 8c). 

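Slc2a4, which encodes the insulin-responsive glucose transporter GLUT4, was lower in Obese than in Lean iWAT and higher with Cmpd 1 than in Food matched iWAT. It was at 185 ± 10.5 CPM in Lean, 71.4 ± 9.04 CPM in Obese, 62.8 ± 10.5 CPM in Food matched and 106 ± 10.1 CPM in Cmpd 1 animals (SD, n = 5 rats each). The log2 fold changes were −1.37 (standard error 0.10, adjusted p = 1.7e-09 from edgeR) and 0.76 (standard error 0.10, adjusted p = 7.4e-05 from edgeR). Of 16 genes of insulin-responsive glucose uptake, 5 were lower in Obese animals, including Pik3r1, a regulatory subunit of phosphoinositide 3-kinase (−0.79), and Tbc1d4, which governs GLUT4 traffic (−0.65). With Cmpd 1, Slc2a4 was the 1 DEG of the list, and 7 members were higher at an adjusted p under 0.05 whatever the fold. Both counts of DEGs were the same when adjusted over the list alone. For these genes camera gave adjusted p = 0.0024 and adjusted p = 0.00068, and adjusted p = 0.25 and adjusted p = 0.21 with an estimated correlation.
Of 17 adipocyte genes, 1 was higher and 4 were lower in Obese animals, with the same counts over the list alone. Lep, the leptin gene, was the one higher (log2 fold change 0.73), and Retn, which encodes resistin (−2.17), Cfd, which encodes adipsin (−1.75), and Adipoq, the adiponectin gene (−0.76), were lower. In the Cmpd 1 contrast, 0 of the 17 were DEGs by edgeR, limma-voom or DESeq2, while 6 were higher and 3 lower at an unadjusted p under 0.05. Adipoq was at 3306 ± 425 CPM in Food matched and 4571 ± 446 CPM in Cmpd 1 animals, and Lep at 5225 ± 595 and 3571 ± 259 CPM, folds of 1.38 and 1.46 that stay under the threshold. The camera test gave adjusted p = 0.017 in the disease contrast (adjusted p = 0.48 with an estimated correlation) and adjusted p = 0.2 with Cmpd 1.
Of 18 genes of fatty acid synthesis, 1 was higher and 8 were lower in Obese animals, and 2 were lower with Cmpd 1, with the same counts over the list alone. Scd, the stearoyl-CoA desaturase, rose from 1016 ± 221 CPM in Lean to 8198 ± 977 CPM in Obese animals and fell from 9006 ± 2447 CPM in Food matched to 3359 ± 1346 CPM in Cmpd 1 animals. Fads1, a fatty acid desaturase (2.14-fold), Acacb, an acetyl-CoA carboxylase (log2 fold change −0.97), and Srebf1, a regulator of lipid synthesis (−0.92), were lower in Obese animals. The decrease of Fasn with Cmpd 1 passed the fold threshold with all animals and not without Food matched rat 5 (−0.57). Set against the other genes by camera, the list had adjusted p = 0.027 in the disease contrast (adjusted p = 0.43 with an estimated correlation) and adjusted p = 0.35 with Cmpd 1.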

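The mRNA of the regulators that head such networks can be read from the same libraries, although a network score rests on the genes around a regulator, and the knowledge base that links them was not used here. Vegfa, the vascular endothelial growth factor gene (chromosome 9 of rn6, 17340341 to 17355681), was at 170 ± 20.4 CPM in Lean, 137 ± 11.3 CPM in Obese, 122 ± 15.0 CPM in Food matched and 190 ± 8.45 CPM in Cmpd 1 animals (SD, n = 5 rats each). Its log2 fold change was 0.64 for Cmpd 1 versus Food matched (standard error 0.08, adjusted p = 6.9e-05 from edgeR), and −0.31 for Obese versus Lean (standard error 0.08, adjusted p = 0.0036 from edgeR), under the fold threshold. Fabp4, the fatty acid binding protein of adipocytes (chromosome 2, 93792601 to 93797305), was at 8472 ± 912, 8746 ± 477, 8778 ± 885 and 7173 ± 409 CPM in the same order. All 5 Cmpd 1 animals lay below all 5 Food matched animals, with a log2 fold change of −0.29 (adjusted p = 0.011 from edgeR) that is no DEG. Ppargc1b, a coactivator of mitochondrial genes (chromosome 18, 56626712 to 56728968), had log2 fold changes of 0.53 (adjusted p = 0.00076 from edgeR) and −0.28 (adjusted p = 0.091 from edgeR) in the disease and Cmpd 1 contrasts, with all 5 Cmpd 1 animals below all 5 Food matched animals (exact permutation p = 0.0079). The first of these passes the fold threshold without Lean rat 4 (0.60), Obese rat 2 (0.59) or Obese rat 4 (0.60). Hipk2, a nuclear kinase (chromosome 4, 66445266 to 66624912), was no DEG in either contrast, at 0.21 (standard error 0.16, adjusted p = 0.29 from edgeR) and 0.27 (standard error 0.16, adjusted p = 0.25 from edgeR; exact permutation p = 0.032 for this gene alone).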

Causal network analysis identified several networks that were either disease-associated (VEGFA and HIPK2, both down) or Cmpd 1-associated (FABP4 and PRKCB aka PKCβ, both down; PPARGC1B, up), and only one network, CD44, that was reciprocally regulated in the two contrasts (Fig. 8c). The expression of PKCβ and its causal network genes identified by this analysis (the β-adrenergic receptors ADRB1 and ADRB2), and of the cell surface glycoprotein CD44 and its causal network genes (IL1RN, LGALS3, and MMP12), are provided in Fig. 8d and e. 

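Prkcb, the gene of PKCβ (chromosome 1 of rn6, 192233910 to 192574831), was at 9.08 ± 1.51 CPM in Lean, 16.6 ± 1.20 CPM in Obese, 18.9 ± 0.746 CPM in Food matched and 12.7 ± 0.537 CPM in Cmpd 1 animals (SD, n = 5 rats each). Its log2 fold change was 0.87 for Obese versus Lean (standard error 0.09, adjusted p = 7.9e-08 from edgeR). For Cmpd 1 versus Food matched it was −0.57 (standard error 0.09, adjusted p = 0.00021 from edgeR), a fold of 1.48 that lies just under the threshold, with all 5 Cmpd 1 animals below all 5 Food matched animals (exact permutation p = 0.0079).
The β-adrenergic receptors relay the catecholamine signal for lipolysis. Adrb1 (chromosome 1, 277537585 to 277538985) was at 7.58 ± 2.29, 3.61 ± 0.323, 3.06 ± 0.705 and 6.20 ± 1.79 CPM in Lean, Obese, Food matched and Cmpd 1 animals. It was lower in Obese animals by a log2 fold change of −1.07 (standard error 0.20, adjusted p = 2e-04 from edgeR) and higher with Cmpd 1 by 1.02 (standard error 0.21, adjusted p = 0.0014 from edgeR). Without the 5 libraries that held other-tissue transcripts, the disease difference was −0.62 (adjusted p = 0.052 from edgeR). Adrb3, the receptor typical of adipocytes (chromosome 16, 69003868 to 69006632), was at 136 ± 14.9, 50.3 ± 11.3, 39.4 ± 9.81 and 60.3 ± 10.2 CPM. Its fold changes were −1.44 (standard error 0.16, adjusted p = 3.7e-07 from edgeR) and 0.61 (standard error 0.16, adjusted p = 0.0089 from edgeR), and the second lost the fold threshold without Food matched rat 1 (0.54), Food matched rat 3 (0.54) or Cmpd 1 rat 2 (0.51).

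**Figure D2:**
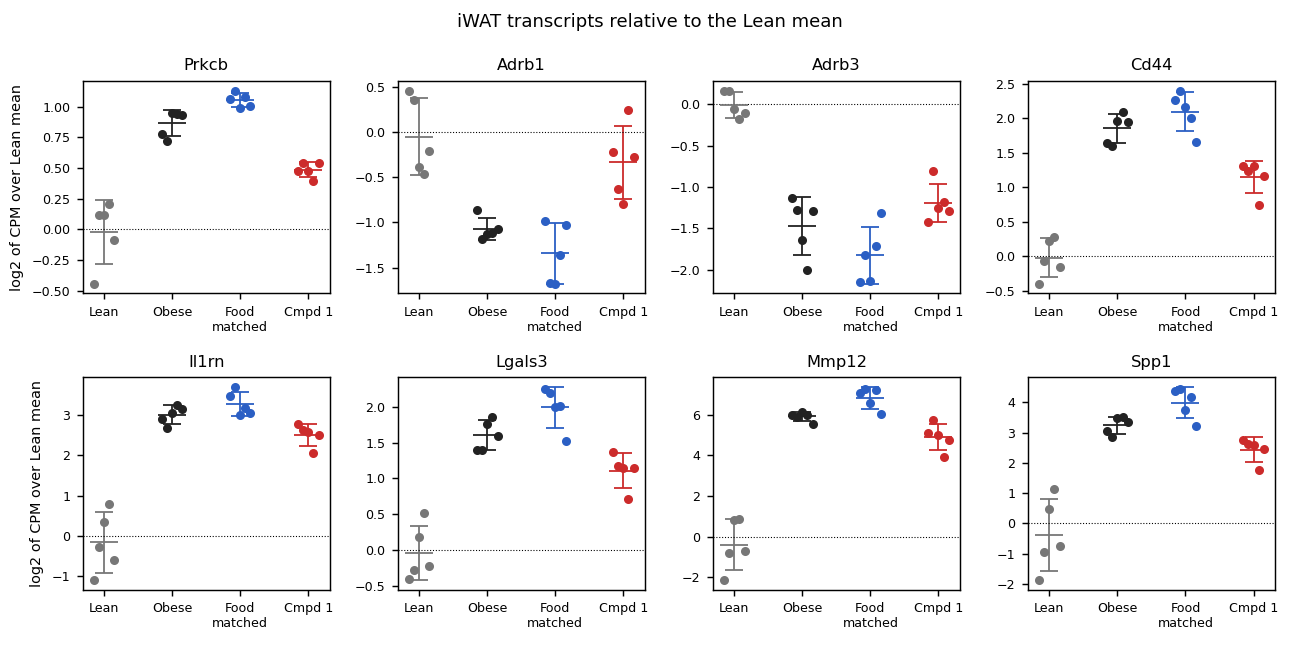
Log2 of CPM over the Lean mean for 8 genes in each rat, in the Lean, Obese, Food matched and Cmpd 1 groups. Points are rats and bars give the mean ± SD (n = 5). Cd44, Il1rn, Lgals3, Mmp12 and Spp1 are lowest in Lean, and Adrb1 and Adrb3 are lowest in Food matched.

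Cd44, a cell surface receptor for hyaluronan (chromosome 3, 92696313 to 92783658), was at 48.0 ± 9.18 CPM in Lean, 209 ± 38.9 CPM in Food matched and 108 ± 15.9 CPM in Cmpd 1 animals, and 3.64-fold higher in Obese than in Lean animals. The log2 fold changes were 1.86 (standard error 0.15, adjusted p = 4.1e-09 from edgeR) and −0.95 (standard error 0.14, adjusted p = 0.00021 from edgeR). Mmp12, the macrophage elastase (chromosome 8, 5606592 to 5616493), had the largest increase of the named genes in Obese animals, from 0.864 ± 0.644 to 52.1 ± 7.53 CPM, and fell from 102 ± 32.7 CPM in Food matched to 27.9 ± 11.8 CPM in Cmpd 1 animals. Its log2 fold changes were 5.92 and −1.87. Lgals3, which encodes galectin-3 (chromosome 15, 24141651 to 24165537), had 1.61 and −0.89, at 289 ± 80.1, 881 ± 129, 1163 ± 210 and 629 ± 97.3 CPM. Il1rn, the interleukin-1 receptor antagonist gene (chromosome 3, 1452644 to 1468614), was at 11.2 ± 5.76, 91.1 ± 13.8, 110 ± 23.3 and 64.7 ± 11.3 CPM. It had a log2 fold change of 3.03 in the disease contrast and −0.77 with Cmpd 1 (adjusted p = 0.024 from edgeR), which missed the test without Food matched rat 1 (adjusted p = 0.056), Food matched rat 2 (adjusted p = 0.072) or Cmpd 1 rat 4 (adjusted p = 0.074).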

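Spp1, which encodes the secreted phosphoprotein osteopontin (chromosome 14 of rn6, 6673686 to 6679901), was at 74.3 ± 59.3 CPM in Lean, 715 ± 133 CPM in Obese, 1232 ± 388 CPM in Food matched and 414 ± 98.4 CPM in Cmpd 1 animals (SD, n = 5 rats each). The log2 fold change was 3.27 for Obese versus Lean (standard error 0.42, adjusted p = 1.7e-06 from edgeR) and −1.57 for Cmpd 1 versus Food matched (standard error 0.39, adjusted p = 0.006 from edgeR). Has2, a hyaluronan synthase (chromosome 7, 96438046 to 96464049), was at 8.13 ± 2.73, 6.79 ± 2.41, 3.95 ± 0.175 and 6.10 ± 2.29 CPM in the same order. It was no DEG in either contrast, with a log2 fold change of −0.26 (standard error 0.26, adjusted p = 0.42 from edgeR) in the first and 0.63 (standard error 0.26, adjusted p = 0.09 from edgeR; exact permutation p = 0.016 for this gene alone) in the second.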

The expression of HAS2, which catalyzes the synthesis of the CD44 ligand hyaluronic acid, and SPP1 (aka Osteopontin), another ligand of CD44, are also shown in Fig. 8e.

**Figure 8:**
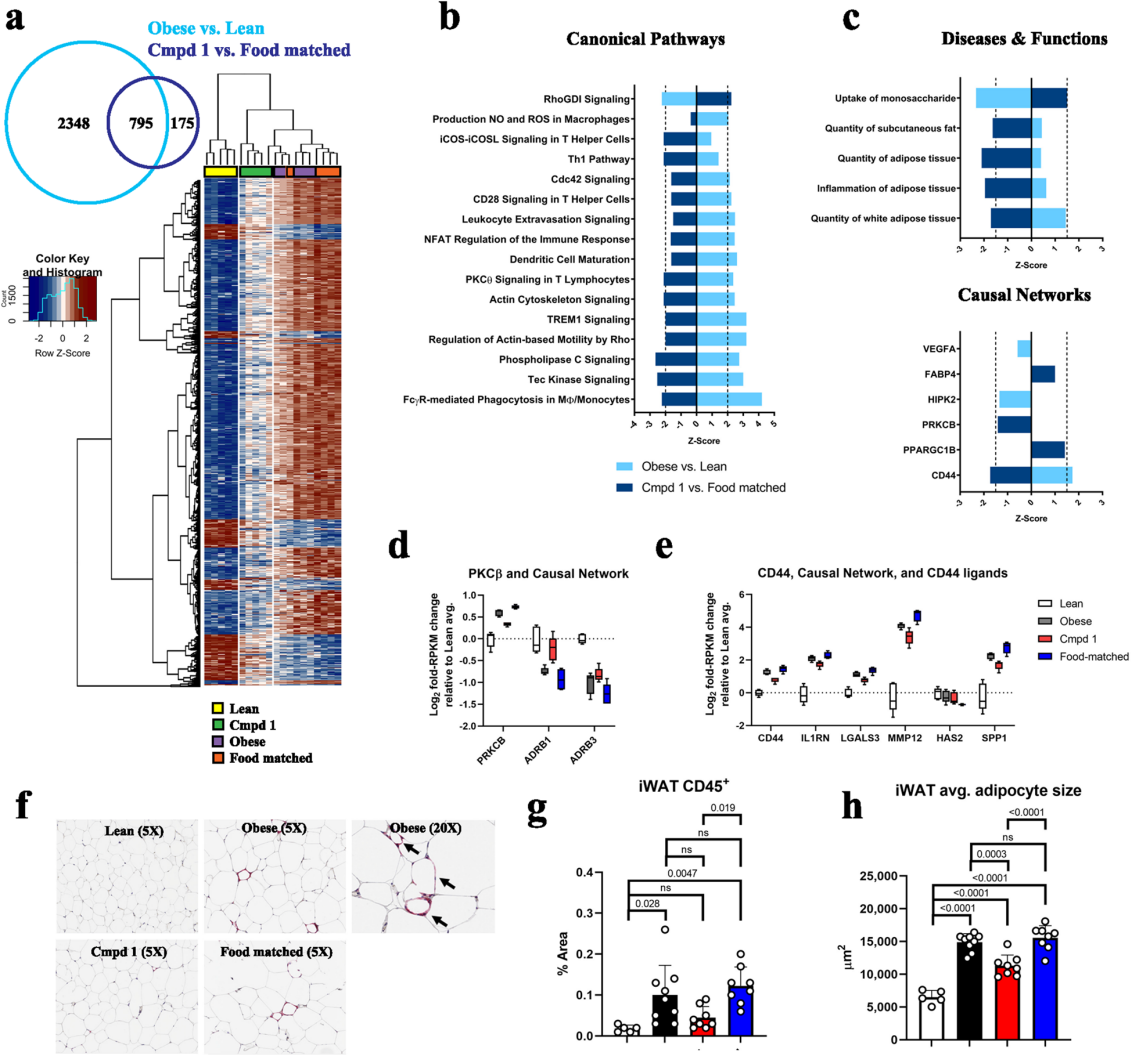
Transcriptomic and histological changes in iWAT with Cmpd 1 administration. (**a**) Venn diagram of differentially expressed genes (DEGs) in the two indicated contrasts. A heat map of unsupervised hierarchical clustering of the 795 DEGs present in both comparisons is shown. (**b**) Canonical pathways and (**c**) Diseases & Functions and Causal networks identified by Ingenuity Pathway Analysis (IPA) of these DEGs. Log_2_ fold-change relative to Lean average of the indicated transcripts for two of the identified Causal Networks, PRKCB (aka PKCβ; panel **d**) and CD44 (panel **e**). PKRCB was identified through changes in expression of ADRB1 and ADRB3. CD44 was identified through changes in expression of IL1RN, LGALS3, and MMP12. Two genes linked to CD44 ligands, HAS2 (hyaluron synthase 2) and SPP1 (osteopontin), are also shown. (**f**) Representative CD45 staining, in red, of iWAT tissue. A representative higher magnification image of an Obese animal is provided showing CD45^+^ cells (arrows) residing adjacent to and encircling adipocytes. (**g**) Quantitation of CD45^+^ cells in whole slides using digital image analysis; data represents percent of iWAT area that is reactive for CD45 staining. (**h**) Quantification of adipocyte size, in μm^2^, in iWAT by histology for all animals.

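Cd68, a lysosomal marker of macrophages, was at 73.2 ± 16.7 CPM in Lean, 311 ± 47.5 CPM in Obese, 371 ± 57.3 CPM in Food matched and 205 ± 39.5 CPM in Cmpd 1 animals (SD, n = 5 rats each), with log2 fold changes of 2.09 for Obese versus Lean and −0.85 for Cmpd 1 versus Food matched. Of 15 macrophage genes, 8 were higher and 3 lower in Obese animals and 7 were lower with Cmpd 1, with the same counts when adjusted over the list alone. Those lower in Obese animals were the scavenger receptor gene Cd163 (−1.40) and the complement genes C1qb (−0.71) and C1qc (−0.65), picked out after their values were seen. Msr1, a scavenger receptor for modified lipoproteins (2.16 and −1.16), and Itgam, the CD11b integrin (1.52 and −0.81), were DEGs in both contrasts. Tested as a set by camera, these genes had adjusted p = 0.0026 and adjusted p = 3.1e-08, and adjusted p = 0.35 and adjusted p = 0.17 with an estimated correlation.
Of 15 genes of lipid-associated macrophages, the lipid-laden cells of obese fat, 11 were higher in Obese animals and 12 were lower with Cmpd 1, again with the same counts over the list alone. Trem2, a lipid receptor of these cells, rose in Obese animals by 2.38 on the log2 scale and Lipa, the lysosomal acid lipase, 5.27-fold, and Plin2, a lipid droplet coat protein (−0.99), and Ctsd, a lysosomal protease (−0.65), fell with Cmpd 1. The mean log2 CPM of the list was 6.31 ± 0.469 in Lean, 8.49 ± 0.178 in Obese, 8.83 ± 0.243 in Food matched and 7.99 ± 0.235 in Cmpd 1 animals (exact permutation p = 0.0079 in both contrasts). From limma's camera the list had adjusted p = 3.8e-10 and adjusted p = 5.8e-10, and adjusted p = 0.17 and adjusted p = 0.17 with an estimated correlation.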

A clear finding from the pathway analysis was a reduction in inflammatory signature in iWAT upon Cmpd 1 administration. To determine if this was due to reduced inflammatory cell numbers we performed immunohistochemistry using the pan-leukocyte marker CD45. CD45-positive (CD45^+^) cell numbers in iWAT increased with disease, with positive cells tending to reside adjacent to and encircling adipocytes (Fig. 8f). Average CD45^+^ cell staining area was lower in Cmpd 1 animals relative to Food matched animals (0.045 ± 0.025 percent, versus 0.122 ± 0.04 percent; Fig. 8g). Although variability within the Obese group precluded clear comparisons, an overall trend towards fewer CD45^+^ cells in iWAT was evident in the Cmpd 1 group: indeed, only the Cmpd1 group was not statistically different from the Lean group. This suggests that the effects on inflammatory pathways observed by molecular profiling were due, at least in part, to reduced inflammatory cell numbers in iWAT following Cmpd 1 administration. In addition, the histological analysis revealed that adipocytes assumed a morphology consistent with white fat and were increased in size in the Obese group, and that this effect was blunted in the Cmpd 1 group but not in the Food matched group (Fig. 8h). 

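Ptprc, the gene that encodes CD45 (chromosome 13 of rn6, 55061562 to 55173692), was at 65.9 ± 10.5 CPM in Lean, 214 ± 23.4 CPM in Obese, 223 ± 29.4 CPM in Food matched and 146 ± 17.1 CPM in Cmpd 1 animals (SD, n = 5 rats each). It was 3.25-fold higher in Obese than in Lean animals (standard error of the log2 fold change 0.11, adjusted p = 7.6e-10 from edgeR), and its log2 fold change was −0.61 for Cmpd 1 versus Food matched (standard error 0.11, adjusted p = 0.00064 from edgeR). The second is a fold of 1.53 and drops under the threshold without Food matched rat 2 (−0.54) or Cmpd 1 rat 4 (−0.55).
Of 14 genes expressed by most leukocytes, 12 were higher in Obese animals and 5 were lower with Cmpd 1, with the same counts when adjusted over the list alone. Itgb2, the β2 integrin chain, rose by 2.73 in Obese animals, and Cd53 (−0.73), Lcp1 (−0.77) and Laptm5 (−0.68) fell with Cmpd 1. The mean log2 CPM of the 14 genes was 5.47 ± 0.145 in Lean, 6.84 ± 0.148 in Obese, 6.88 ± 0.138 in Food matched and 6.44 ± 0.190 in Cmpd 1 animals (two-sided exact permutation p = 0.0079 in both contrasts). For these genes camera gave adjusted p = 6.1e-11 and adjusted p = 3.1e-07, and adjusted p = 0.17 and adjusted p = 0.17 with an estimated correlation.

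**Figure D3:**
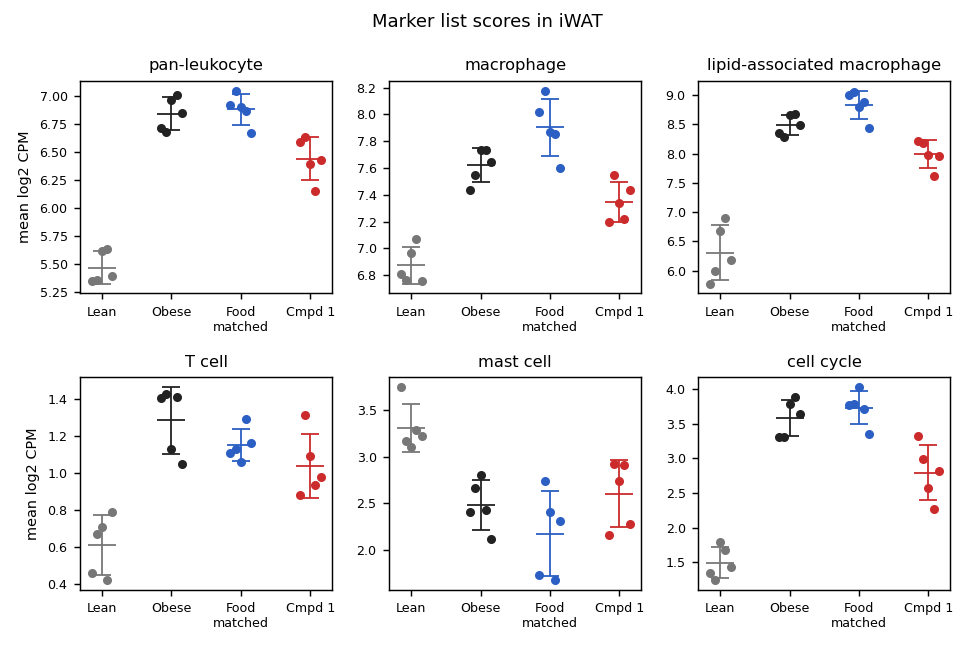
Mean log2 CPM of the genes of 6 lists in each rat, by group. Points are rats and bars give the mean ± SD (n = 5). For the pan-leukocyte list, Obese rats average 6.84 and Lean rats 5.47.

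Of 19 T cell genes, 9 were higher in Obese animals and 4 were lower with Cmpd 1, the same over the list alone. Icos, a costimulatory receptor of activated T cells, had log2 fold changes of 1.78 and −0.89, and Cd28, another, was lower with Cmpd 1 (−1.16) at under 1 CPM. With all animals Cd4 (−0.60) and Ctla4 (−0.97) were lower with Cmpd 1 too. Without Food matched rat 2, Cmpd 1 rat 3 or Cmpd 1 rat 4, Cd4 was under the fold threshold (−0.54, −0.58 and −0.54). Ctla4 missed the test without Food matched rat 1, 2, 3 or 4 (adjusted p = 0.087, 0.084, 0.091 and 0.065 from edgeR). It also missed the test without Cmpd 1 rat 1, 3, 4 or 5 (adjusted p = 0.053, 0.053, 0.09 and 0.099 from edgeR). The T cell mean differed by 0.68 in the disease contrast (exact permutation p = 0.0079) and by −0.11 with Cmpd 1 (exact permutation p = 0.25), and passed with Cmpd 1 without Cmpd 1 rat 2 (−0.18, exact permutation p = 0.024). The camera test gave adjusted p = 0.0016 in the disease contrast (adjusted p = 0.21 with an estimated correlation) and adjusted p = 0.44 with Cmpd 1.
Of 11 neutrophil genes, 2 were higher and 2 lower in Obese animals and 1 was higher with Cmpd 1, the same over the list alone. With Cmpd 1, limma-voom and DESeq2 each called 2 higher. Mmp9, a matrix protease (3.30), was higher, and Mpo, myeloperoxidase (−1.96), and Cxcr2, a chemokine receptor (−1.94), were lower in Obese animals. Csf3r was higher in Obese animals too (0.595). It was under the fold threshold without Lean rat 1 (0.54), Lean rat 4 (0.53), Obese rat 2 (0.58) or Obese rat 3 (0.46). S100a8 was higher with Cmpd 1 (1.27). Set against the other genes by camera, the list had adjusted p = 0.54 and adjusted p = 0.47.
Of 15 genes of B cells and lymph node stroma, 2 were higher and 3 lower in Obese animals, the same over the list alone. Cxcl13, a chemokine of B cell follicles, was at 56.2 ± 14.6 CPM in Lean and 9.27 ± 3.29 CPM in Obese animals. With Cmpd 1, 0 of the 15 were DEGs by edgeR, limma-voom or DESeq2, and 1 was higher at an unadjusted p under 0.05 from edgeR. The camera test leaned lower in Obese animals (adjusted p = 0.75), as did the list's mean (−0.55), while its median was 0.07, and with Cmpd 1 it gave adjusted p = 0.77. The mean log2 CPM of the list was lower in Obese than in Lean animals by a difference of −0.53 (exact permutation p = 0.016).
From the lower count of CD45-positive area in Fig. 8g, the paper proposes that the lower inflammatory signature came at least in part from fewer inflammatory cells in iWAT after Cmpd 1.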

In summary, consistent with its macroscopic effect on the mass of iWAT tissue and overall animal body weights, Cmpd 1 had direct effects on inflammation and on adipocyte morphology and potentially also function in iWAT of ZSF1 obese rats.

## Discussion

Here we describe, to our knowledge, the first report of therapeutic dosing of a selective, dual small molecule inhibitor of PKCα and PKCβ in a rodent model of obesity-driven T2D characterized by progressive renal impairment. In pilot studies we observed that Cmpd 1 blunted the hyperphagia response of ZSF1 obese rats. We do not presently understand why. Animals such as ZSF1 obese rats that are deficient in leptin receptor signaling are hyperphagic likely due, at least in part, to an inability to reduce AMPK activity in the hypothalamus as a normal consequence of the satiety hormone leptin^42,43^. PKCs have been implicated in inhibiting AMPK, and in particular when DAG levels are elevated such as in conditions of hyperglycemia and hyperlipidemia^44^. Inhibition of hypothalamic PKCs, therefore, could in theory mimic leptin action. Although Cmpd 1 is not expected to pass the blood–brain barrier based on its structural features, we cannot exclude an effect of Cmpd 1 in the hypothalamus. In addition, potential changes to the blood–brain barrier under conditions of metabolic syndrome would need to be taken into consideration^45^.

PKCα, for which research has focused more on cardiovascular dysfunction, immune-mediated arterial thrombosis, and cancer, has not been previously linked to body weight or adipose tissue homeostasis^46^. However, previous work using PKCβ deficient mice both in a wild type background and in the background of leptin deficiency (ob/ob mice) revealed a clear role for PKCβ in adiposity and obesity^47–50^. In both wild type and ob/ob backgrounds, deletion of PKCβ led to reductions across adiposity, hepatic steatosis, and visceral and iWAT mass without a concomitant reduction in food consumption. While this latter observation is in apparent contrast the effects on hyperphagia we observe in our study, we note that food intake by Cmpd 1 animals was initially depressed but increased to normal levels by the 10 week time-point. Pharmacologically, Ruboxistaurin caused weight loss in (mRen-2)27 transgenic hypertensive rats but only when co-administered STZ, suggesting that the weight loss effect was linked to the T1D condition^51^. However, in another report, Ruboxistaurin prevented weight gain in animals administered the anti-psychotic drug clozapine but did so without impacting the slightly elevated food consumption patterns with clozapine administration^52^. Given the striking effect of Cmpd 1 on hyperphagia in the present study, and of Cmpd 1 and PKC inhibitors on body weight and adiposity in multiple pre-clinical contexts, future work should evaluate whether these phenomena are model-specific, rodent-specific, or more general in nature.

From RNA sequencing of iWAT we identified CD44 as a potentially important causal disease network that is induced by disease and reversed by Cmpd 1. 

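Animals given Cmpd 1 expressed Cd44 below Obese animals and above Lean animals. The log2 fold change of Cd44 was −0.70 for Cmpd 1 versus Obese (standard error 0.14, adjusted p = 0.0044 from edgeR), 1.17 for Cmpd 1 versus Lean (standard error 0.15, adjusted p = 3.2e-06 from edgeR) and 0.25 for Food matched versus Obese (adjusted p = 0.56 from edgeR), which is no difference beyond the spread among 5 rats each. In Cmpd 1 versus Obese animals Il1rn (−0.49, adjusted p = 0.18), Lgals3 (−0.49, adjusted p = 0.051), Mmp12 (−0.90, adjusted p = 0.054) and Spp1 (−0.79, adjusted p = 0.18) were no DEGs by edgeR, although each gene tested alone had an exact permutation p of 0.016, 0.0079, 0.016 and 0.0079 in turn. In Food matched versus Obese animals Mmp12 (0.97, adjusted p = 0.21), Spp1 (0.78, adjusted p = 0.47) and Lgals3 (0.40, adjusted p = 0.37) were no DEGs by edgeR either and leaned higher, with an exact permutation p of 0.016, 0.04 and 0.048 for each alone.
Of 17 genes by which leukocytes adhere, roll and leave the vessel, Cd44 among them, 10 were higher and 1 was lower in Obese than in Lean animals, and 7 were lower with Cmpd 1 than in Food matched animals, with the same counts when adjusted over the list alone. Selplg, the selectin ligand on leukocytes, rose by 1.41 in Obese animals. Itga4, the α4 integrin chain, was at 39.6 ± 5.55 CPM (SD, n = 5) in Food matched and 21.6 ± 3.61 CPM (SD, n = 5) in Cmpd 1 animals, a log2 fold change of −0.87 (adjusted p = 0.00052 from edgeR). The gene that was lower in Obese animals was the chemokine Cxcl12 (−0.73), picked out after its value was seen. Tested as a set by camera, these genes had adjusted p = 3.8e-05 and adjusted p = 7.2e-05, and adjusted p = 0.17 and adjusted p = 0.17 with an estimated correlation.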

CD44 is a cell-surface receptor for glycoproteins such as hyaluronan and secreted phosphoprotein 1 (SPP1; osteopontin) with roles in leukocyte migration and activation. Interestingly, in a high fat diet mouse model, CD44 blockade with a neutralizing antibody prevented obesity, reduced insulin resistance, and ameliorated adipose tissue inflammation^53^. While a link between PKC and CD44 is not conclusively known, it has been reported that activated PKCs phosphorylate CD44 to enable intracellular interactions between the CD44 cytosolic domain and the cytoskeleton, which is critical for CD44-induced cell motility^54^. Therefore, PKC inhibition could negatively impact CD44 action, resulting in reduced leukocyte accumulation. RNA sequencing revealed another network of potential interest, the β-adrenergic receptors ADRB1 and ADRB3, whose mRNA levels were downregulated with disease and rescued by Cmpd 1. This result is what implicated the PKCβ pathway in the causal network analysis. 

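Against Obese animals, those given Cmpd 1 had higher Adrb1, with a log2 fold change of 0.77 (adjusted p = 0.017 from edgeR), while Adrb3 did not differ beyond its spread (0.26, adjusted p = 0.31 from edgeR; n = 5 rats each). Food matched animals did not differ from Obese animals beyond the spread in Adrb1 (−0.24, adjusted p = 0.73 from edgeR) or Adrb3 (−0.35, adjusted p = 0.43 from edgeR). Cmpd 1 animals did not differ from Lean animals beyond the spread in Adrb1 (−0.30, adjusted p = 0.26 from edgeR). Adrb3 was lower with Cmpd 1 than in Lean animals (−1.18, adjusted p = 9.6e-06 from edgeR), with all 5 rats below all 5 Lean rats (exact permutation p = 0.0079).
Of 16 genes of adrenergic lipolysis, the release of fatty acids from stored fat, 6 were lower in Obese than in Lean animals and 4 were higher with Cmpd 1 than in Food matched animals, with the same counts when adjusted over the list alone. Lipe, the hormone-sensitive lipase, was at 1588 ± 75.5 CPM (SD, n = 5) in Lean and 904 ± 84.8 CPM (SD, n = 5) in Obese animals, a log2 fold change of −0.81 (standard error 0.08, adjusted p = 8.7e-08 from edgeR), and G0s2, an inhibitor of lipolysis, was lower too (−0.87). Apart from the 2 receptors, the genes higher with Cmpd 1 were Ptger3, a prostaglandin receptor (0.62), which passes the fold threshold neither without Food matched rat 2 (0.58) nor without Cmpd 1 rat 4 (0.57), and Pnpla2 at under 1 CPM. Pnpla2 lost its call without Food matched rat 3 (adjusted p = 0.071 from edgeR), Food matched rat 5 (0.054), Cmpd 1 rat 1 (0.061), Cmpd 1 rat 2 (0.052) or Cmpd 1 rat 4 (0.063). Genes were matched by symbol, and whether the entry named Pnpla2 holds all reads of that gene was not tested. Its level is therefore no measure of the lipase in this fat. From limma's camera the list had adjusted p = 9e-04 and adjusted p = 0.00012, and adjusted p = 0.21 and adjusted p = 0.17 with an estimated correlation.
Of 15 genes of brown and beige adipocytes, 5 were higher and 4 lower in Obese animals and 1 was higher with Cmpd 1, the same over the list alone. By limma-voom 2 were lower in Obese animals, and by DESeq2 0 were higher with Cmpd 1. Fabp3, a fatty acid binding protein (2.55), Otop1, a proton channel (2.53), and Gk, glycerol kinase (1.27), were higher in Obese animals. Kcnk3, a potassium channel, was higher with Cmpd 1 by 0.59 and fell short of the fold threshold without Food matched rat 2 (0.55), Food matched rat 4 (0.56), Cmpd 1 rat 1 (0.58), Cmpd 1 rat 4 (0.54) or Cmpd 1 rat 5 (0.58). The camera test leaned higher in both contrasts (adjusted p = 0.42 and adjusted p = 0.47), while the list's median was −0.10 and its mean 0.16 in the first and −0.06 and −0.08 in the second.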

As ADRB1 and ADRB3 have been linked to promoting the proliferation of brown adipocytes and enhancing lipolysis^55,56^, this could constitute a potential mechanism for our findings with Cmpd 1 administration and PKC inhibition on iWAT size and adipocyte morphology, as has been proposed previously from studies using PKCβ knockout mice^48^.

Of relevance to the current study are previous studies in humans using Ruboxistaurin, also known as LY-333531. Ruboxistaurin has been shown to improve renal outcome in multiple rodent models of diabetes^15,29,57,58^. In large clinical trials, Ruboxistaurin at 32 mg/day for up to 3 years in diabetic individuals showed some benefit in diabetic eye complications, for which the trials were designed, but did not improve kidney function in post-hoc analyses^59–61^. We note, however, that although Ruboxistaurin is touted to be a PKCβ-selective inhibitor, it is rapidly metabolized to the much less-selective desmethylruboxistaurin in vivo^62–64^. In-so-far as multi-PKC inhibition but not pan-PKC or multi-kinase inhibition may be desirable to prevent diabetes-induced tissue damage, studies with Ruboxistaurin are consequently difficult to interpret with respect to whether the touted mechanism was selectively or suitably tested. Alternatively, in the absence of target engagement biomarkers, which can be difficult to obtain in the clinical setting, it is also possible that Ruboxistaurin did not achieve a target suppression profile in humans that we are able to achieve in our rodent studies.

We note several limitations of the current study. As with most studies using ATP-competitive inhibitors of kinases, off-target pharmacology is a concern. In addition, Cmpd 1 has activity against PKCθ, which has been linked to insulin sensitivity and obesity^65,66^. We attempted to minimize inhibition of kinases other than PKCα and PKCβ through chow dosing to avoid high peak-to-trough compound concentrations, but this limitation persists. An additional limitation is that we cannot assign observations from this study to PKCα inhibition, PKCβ inhibition, or inhibition of both; indeed, as the literature strongly suggests that many of our observations can be linked to PKCβ inhibition, it is presently unclear to what extent PKCα inhibition plays a role in any of our findings. A final and important limitation is that we were unable to evaluate a direct effect of Cmpd 1 administration on DN progression due to its food intake effect in this model setting.

Future studies should examine whether the effects we describe here for Cmpd 1 in the ZSF1 model setting translate to non-leptin models of obesity and whether they can be reasonably expected to extend to humans, in particular those afflicted by T2D. In addition, although obese ZSF1 rats display liver steatosis, they do not progress to nonalcoholic steatohepatitis (NASH)^67^. Given the rising incidence of NASH, for which T2D is a significant risk factor, and the beneficial effects we observe with respect to adiposity and inflammatory cell infiltration in adipose tissue, evaluation of Cmpd 1 or related PKC inhibitors in a pre-clinical NASH setting, and for obesity more generally, may be warranted.

## Methods

### Animals

Male ZSF1 (ZSF1-Lepr^fa^Lepr^cp^/Crl) lean rats (strain code #379) and ZSF1 obese rats (strain code #378) were obtained from Charles River Laboratories (Wilmington, MA). Male rats for all groups were obtained at 8–9 weeks of age at which time they were switched to high carbohydrate Purina 5008 chow (27% kcal protein, 17% kcal fat, 57% kcal carbohydrates). At 21–22 weeks of age they were then enrolled in the 10 week study. All groups were maintained on normal Purina 5008 chow for the 10 week study except the Cmpd 1 group, which was provided Purina 5008 chow formulated with 0.744g Cmpd 1 per kg chow (approximately 50 mpk/d Cmpd 1 administration; n = 5 Lean, n = 12 Obese, n = 11 Cmpd 1, n = 11 Food matched—see Fig. 4a). The amount of food provided to the Food matched group each week was determined by the estimated food consumption by the Cmpd 1 group the previous week. For all three ZSF1 obese groups, 3 animals were taken down at study mid-point for an interim analysis. All experimental protocols involving animals were reviewed and approved by the Pfizer Inc. Institutional Animal Care and Use Committee (IACUC). All experiments were performed in accordance with relevant guidelines and regulations, and all methods are reported in accordance with ARRIVE guidelines (https://arriveguidelines.org).

### In vitro kinase profiling

Half maximal inhibitory concentrations of Cmpd 1 were determined by Z’-Lyte biochemical assays (Life Technologies SelectScreen™ Kinase Profiling Services, Thermo Fisher Scientific). Kinome selectivity was determined at 1 μM Cmpd 1 concentration against a panel of 119 kinases. The original kinome tree in Fig. 1b was taken from Ref.^68^.

### In vitro assays

Glomeruli were isolated using an established protocol of serially sieving minced kidney cortex tissue through mesh filters of decreasing pore size^69^. For radioactive pan-PKC assays, glomeruli were lysed in a buffer consisting of 50 mM Tris–HCl pH 8, 5 mM EDTA, 5 mM EGTA, protease and phosphatase inhibitor cocktails, 1% 2-mercaptoethanol, and 0.028% n-dodecyl-β-d-maltopyranoside (Anatrace D310) by sonication using two 10 s pulses with a probe sonicator. Supernatants were collected following centrifugation at 4 °C at 20,200 × g for 10 min. A 25 μL aliquot was used in a 50 μL ^32^P-ATP pan-PKC radioactive kinase assay with the pan-PKC pseudo-substrate peptide RFARKGSLRQKNV. The reaction was incubated for 10 min at 37 °C prior to filter binding and scintillation counting. Data are reported as CPM incorporation per μg of total protein in the reaction, as determined using Pierce Coomassie Plus Protein Assay of the original lysate (Pierce 23236). Where indicated, the reaction was run in the presence of increasing amounts of Cmpd 1.

For the phorbol 12-myristate 13-acetate (PMA)-luminol assay, glomeruli isolated from PBS-perfused kidneys were diluted in an HBSS solution containing 1 mM luminol, 0.1 M HEPES, and 0.1% fatty-acid free BSA. Approximately 3000 glomeruli were plated per well in a 96-well white OPTI-plate (Perkin Elmer 6005290). The reaction was started by the addition of PMA to a final concentration of 16 μM in the absence or presence of increasing Cmpd 1. Luminol luminescence was read on an Envision plate reader in kinetic read mode.

For the HEK293 cell-based assay, HEK293 cells engineered to over-express full-length PKCβ2 were stimulated with 3 nM PMA in DMEM media supplemented with 0.5% FBS. 4-h cell culture supernatants were analyzed for IL-8 by MSD (Rockville, MD).

### Pharmacokinetic (PK) and food consumption studies

Three male 12-week old ZSF1 obese rats were fed control or 0.744 g/kg Cmpd 1 chow for 4 days. Food consumption was estimated by measuring food provided versus food remaining in the hopper. Blood was collected through tail vein from each animal at 9 a.m. and 4 p.m. 2 days after chow dosing started, and at 9 a.m. four days after chow dosing started, for PK determination. Plasma protein binding of Cmpd 1 was measured by equilibrium dialysis of the in vitro fraction unbound of Cmpd 1 at a concentration of 2 mM in plasma from pooled male and female CD-1 mice. Plasma was centrifuged and supernatant was analyzed by liquid chromatography–tandem mass spectrometry to detect Cmpd 1 (York Bioanalytical Solutions; York, UK).

To evaluate food consumption in different rat strains, cohorts of 10 male ZSF1 obese rats, 8 male ZSF1 lean littermate rats, and 10 age-matched male Sprague Dawley (SD) rats were divided into two groups and fed chow with or without 0.744 g/kg Cmpd 1 (Cmpd 1 chow) for 7 days.

In vivo *kinase profiling* Spleens from 22–23 week old ZSF1 obese male rats provided no drug Chow or Cmpd 1 chow (n = 2 each) were snap frozen, pulverized, and approximately 100–150 mg of each sample were sent to ActiveX for analysis using a probe-based chemoproteomics platform to measure the fraction of kinase bound versus unbound by an ATP-competitive inhibitor. A kinase bound by an ATP-competitive inhibitor such as Cmpd 1 will be less accessible to a covalent ATP probe, and will consequently have a reduced peak in quantitative mass spectrometry of the tryptic fragment corresponding to its active site pulled down by the covalent biotinylated ATP probe. Lysates from n = 2 animals for each group were combined for the analysis.

### 10-week efficacy study

Male ZSF1 obese rats that had been maintained on Purina 5008 chow were switched to Purina 5008 chow with or without 0.744 g/kg Cmpd 1 at 22 weeks of age. The study duration was 10 weeks. Estimated food consumption monitored weekly. An additional group of ZSF1 obese rats was included which received an amount of Purina 5008 chow to match the previous week’s estimated food consumption by the Cmpd 1 group. Five male ZSF1 lean littermates served as baseline controls. Intermediate blood samples were taken through tail vein. 24-h urine samples at weeks 0, 5 and 10 were collected from animals in metabolic cages. Animals were sacrificed by CO_2_ asphyxiation followed by blood collection via cardiac puncture and tissues fixation in 10% neutral buffered formalin for histology. Unfixed inguinal white adipose tissue was also collected at study termination for downstream molecular analyses.

### Serum cholesterol, HDL, LDL, triglyceride, glucose, and insulin assays

All assays except the insulin assay were run with the ADVIA 1800 Chemistry System (Siemens Medical Systems Diagnostics, Tarrytown, NY, USA). The serum insulin assay was run using a SpectraMax® Plus384 Absorbance Microplate Reader (Molecular Devices San Jose, CA, USA)***.*** Siemens Medical System assay kits 10376501, 10311891, 10335892, and 10335891 were used for cholesterol, low density lipoprotein (LDL)-cholesterol, triglycerides, and glucose, respectively. Roche HDL-C Reagent 3rd generation assay kit 4713257190 was used for high density lipoprotein (HDL)-cholesterol assay. For insulin, an ALPCO Diagnostics assay kit 80-INSMS-E01 was used.

### Histopathology

Samples of formalin-fixed, paraffin embedded (FFPE) liver and kidney were sectioned and stained for Hematoxylin and Eosin (HE) and evaluated microscopically by a board-certified veterinary pathologist blinded to the treatment groups. In the kidney, microscopic features were assigned an end stage renal disease (ESRD) severity score of 1–5 (minimal to severe) using the following criteria: Grade 1 (minimal): < 10% of parenchyma affected, few glomeruli affected and no Bowman’s capsule thickening with only few protein casts and basophilic tubules observed; Grade 2 (mild): 10–25% of renal parenchyma affected, there is scattered thickening of Bowman’s capsule, +/− synechiation; Grade 3 (moderate): 26–50% of renal parenchyma affected, glomerular and tubulointerstitial changes are present; Grade 4 (marked): 51–75% of renal parenchyma affected, glomerular and tubulointerstitial changes are present; Grade 5 (severe): > 75% of renal parenchyma affected, glomerular and tubulointerstitial changes are present. In the liver, hepatocellular vacuolation was assessed on HE-stained sections and assigned a severity score of 0–3 (no macrovacuolation to moderate macrovacuolation). FFPE inguinal white adipose tissue was sectioned and stained for HE and the pan-leukocyte marker CD45 was detected by anti-CD45 ab10558 (Abcam, Cambridge MA; 1:5000 dilution) and red chromogen on the Leica Bond Auto-stainer Bond-Rx using heat induced epitope retrieval 2—pH 9 (HIER 2) for 20 min. Positive controls consisted of banked FFPE rat lymph node and GALT. Whole-slide images of the immuno-stained sections were obtained with a Leica AT2 whole slide scanner (Leica Microsystems GmbH) for use in image analysis. CD45 immuno-positive areas were quantified using Definiens Tissue Studio image analysis software (Definiens AG, Germany) and quantitative data were reported as percentage of CD45 IHC stain vs total tissue section areas. For adipocyte size measurements, whole-slide images of the HE stained sections were obtained with a Leica AT2 scanner (Leica Microsystems GmbH) and adipocyte size was assessed by measuring cross sectional area (CSA) of adipocytes using newCAST software (Visiopharm, Broomfield, CO). Briefly, 10% meander sampling of the whole slide images were selected, point probe was used to identify adipocytes to be measured and nucleator probe was used to measure the CSA of the adipocytes. Data were reported as mean CSA of adipocytes in the section from each animal. HE and CD45-stained slides and quantitative image analysis data were analyzed and interpreted by a board-certified veterinary pathologist. Scanned whole slide images of PSR-stained liver sections were analyzed using custom Bayesian classification algorithms developed in Visiopharm software (V2022.09) to quantify PSR+ area relative to total liver area on the slide, yielding a % area PSR stain. PAS-positivity in renal glomeruli was quantified in whole slide images of PAS-stained kidney with Visiopharm using a custom AI tissue detection algorithm to delineate individual glomeruli followed by quantification of PAS-positive area in all glomeruli using a Bayesian classifier. Data are expressed as total PAS-positive area in glomeruli in each section, normalized to the total number of glomeruli on the slide as this avoided confounding differences in glomerulus size related to the disease process.

### RNA sequencing of inguinal white adipose tissue

Total RNA from inguinal white adipose tissue was isolated using RNeasy Plus Universal Kits (Qiagen 73404). Rat genome and Ensemble gene annotations were downloaded from Ensembl. The clean raw sequence reads in FASTQ format were analyzed using the QuickRNASeq pipeline, and reads were mapped to the rat reference genome (rn6) using STAR v2.4.0h. Uniquely mapped reads were counted towards individual genes using featureCounts. Genes that had no sequence reads mapped to them in 50% of samples were labeled as no or low expressed, and thus omitted from the differential expression analysis. This filtering step was included to reduce the number of false positives in the differential analysis. A gene count table was generated by featureCounts and the differential analysis was performed by R packages edgeR 3.10.2 and Limma/voom 3.22.10. Genes with a fold change greater than 1.5 or less than − 1.5 and adjusted p-value (Benjamini-Hochberg) less than 0.05 were reported as significantly differentially expressed genes (DEGs).

### Pathway analysis

Pathway analysis was performed using QIAGEN Ingenuity Pathway Analysis (IPA). Two distinct Core Analyses were run: Obese versus Lean, and Cmpd 1 versus Food matched. A p-value less than 0.05 was set as the significance threshold for enriched pathways. A z-score algorithm was applied to determine if an enriched pathway was up- or down-regulated based on the input DEGs. A further Comparison Analysis between the two Core Analyses was run, and pathway enrichment findings were filtered for opposing trend and z-score in Obese versus Lean and Cmpd 1 versus Food matched. The Canonical Pathways and Diseases and Functions reported are those with a non-zero z-score in both comparisons, and p-value less than 0.05 and absolute z-score of 2, in at least one Core Analysis. The reported causal network regulators were all those with network-bias corrected p-value less than 0.05 in either Core Analysis.

### Statistics

Where shown, all error bars designate minus/plus Standard Deviation. For all analyses excluding RNA sequencing analyses (see above), p-values were calculated using 1-way or 2-way Anova with Tukey’s multiple comparison test for pairwise comparisons. “ns” denotes non-significant between pairwise comparisons; where significance was obtained, a numerical p-value is provided.

### Supplementary Information

Supplementary Figures.

## Data Availability

All datasets on which the conclusions of the paper rely will be made available to readers upon request. The datasets generated and/or analyzed during the current study are available in the GEO repository (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE161261. For requests for data from this study, please contact Ken Dower (). All authors are or were full-time employees and shareholders of Pfizer Inc. at the time the work was conducted.

## Abbreviations

PKC: Protein kinase C
DN: Diabetic nephropathy
T2D: Type 2 diabetes
T1D: Type 1 diabetes
ESRD: End stage renal disease
DAG: Diacylglycerol
AGE: Advanced glycosylation end products
ROS: Reactive oxygen species
STZ: Streptozotocin
PMA: Phorbol 12-myristate 13-acetate
PK: Pharmacokinetic
IC_50_: Half maximal inhibitory concentration
RPKM: Reads per kilobase per million reads
iWAT: Inguinal white adipose tissue
DEG: Differentially expressed gene
IPA: Ingenuity Pathway Analysis
NASH: Nonalcoholic steatohepatitis

# Supplementary material for: A protein kinase C α and β inhibitor blunts hyperphagia to halt renal function decline and reduces adiposity in a rat model of obesity-driven type 2 diabetes
**Source:** Sci Rep. 2023 Oct 7;13:16919. doi: 10.1038/s41598-023-43759-7
**Supplement:** Supplementary file 1 — Supplementary Figures.

# Wang et al Supplemental Fig. 1

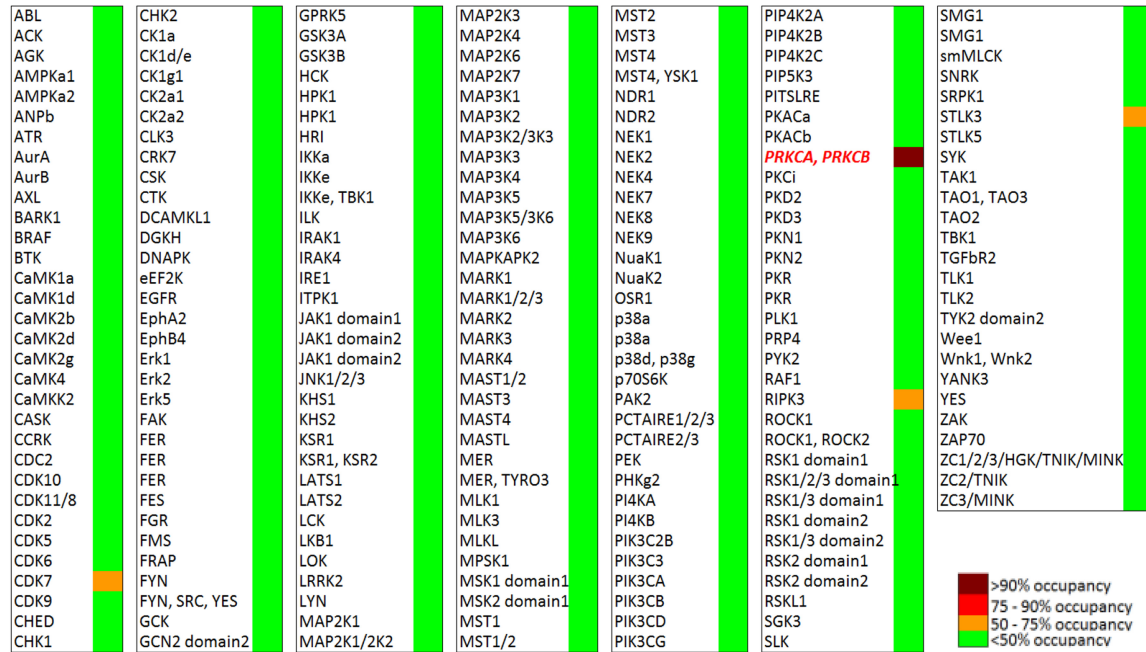

**Supplemental Figure 1** Results of ActiveX kinase occupancy profiling of spleens from obese ZSF1 rats dosed 50 mpk/d Cmpd 1 chow compared to those receiving no drug. Briefly, this method quantitates the amount of kinase that can be pulled down by a covalent, biotinylated ATP probe under drug- and drug free-conditions. A kinase bound by an ATP-competitive inhibitor such as Cmpd 1 is less accessible to probe, and will consequently have a reduced peak in quantitative mass spec when compared to drug-free conditions. Spleens from dosed animals were selected for analysis as they were expected to provide broad representation of the kinome. Using this method, over 200 kinases were detected in our samples. Among these, the only kinase with >90% occupancy with 50 mpk/d Cmpd 1 chow dosing was a tryptic digest peptide corresponding to the active site of PKC $\alpha$  and PKC $\beta$  (PRKCA, PRKCB; the technology cannot distinguish one from the other as the tryptic digests of their active sites are identical). Among the remaining kinases detected, none had >75% occupancy, and three - CDK7, RIPK3, and STK3 – had of 50-75% occupancy. Other PKC family members were not detected in the analysis; therefore, we cannot conclude that they were unaffected with 50 mpk/d dosing. Lysates from n=2 animals were combined for the analysis.

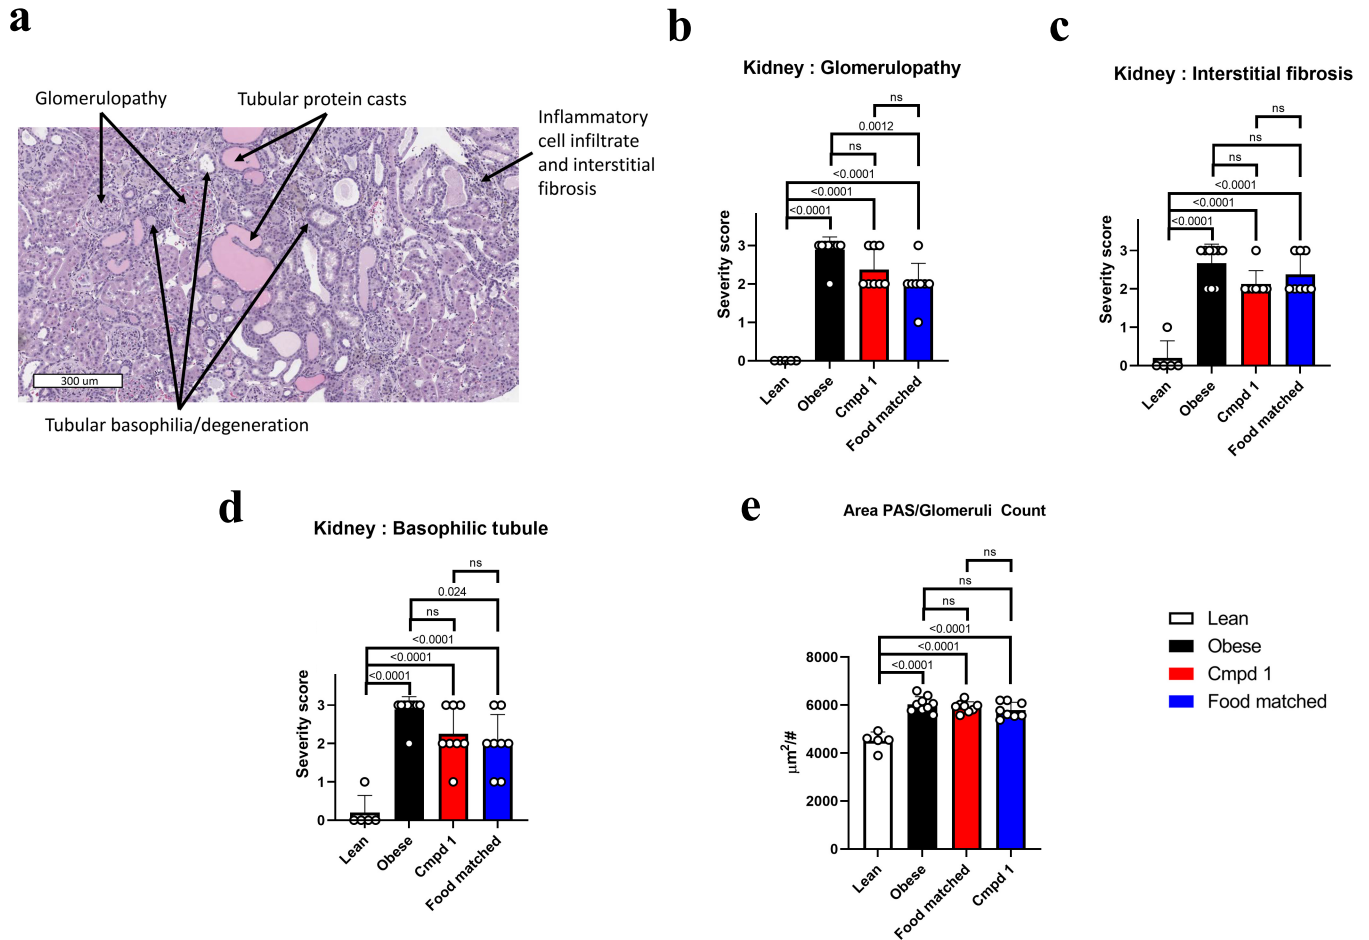

**Supplemental Figure 2** Expanded renal analyses of study animals. (a) Annotated image of the representative ZSF1 obese animal image from Figure 6 with key disease-related findings marked. (b-d) Results of blinded severity scoring of individual histological features in the kidneys. Overall, no single histological metric was responsible for driving group differences in the final composite ESRD score, and Cmpd 1 and Food matched groups scored indistinguishably across metrics. (e) % area Periodic acid-Schiff (PAS) in all glomeruli divided by the number of glomeruli in the section to yield a PAS area/glomerulus ratio, which quantifies elements of PAS positive mesangial expansion and basement membrane thickening features included in the scoring "glomerulopathy."

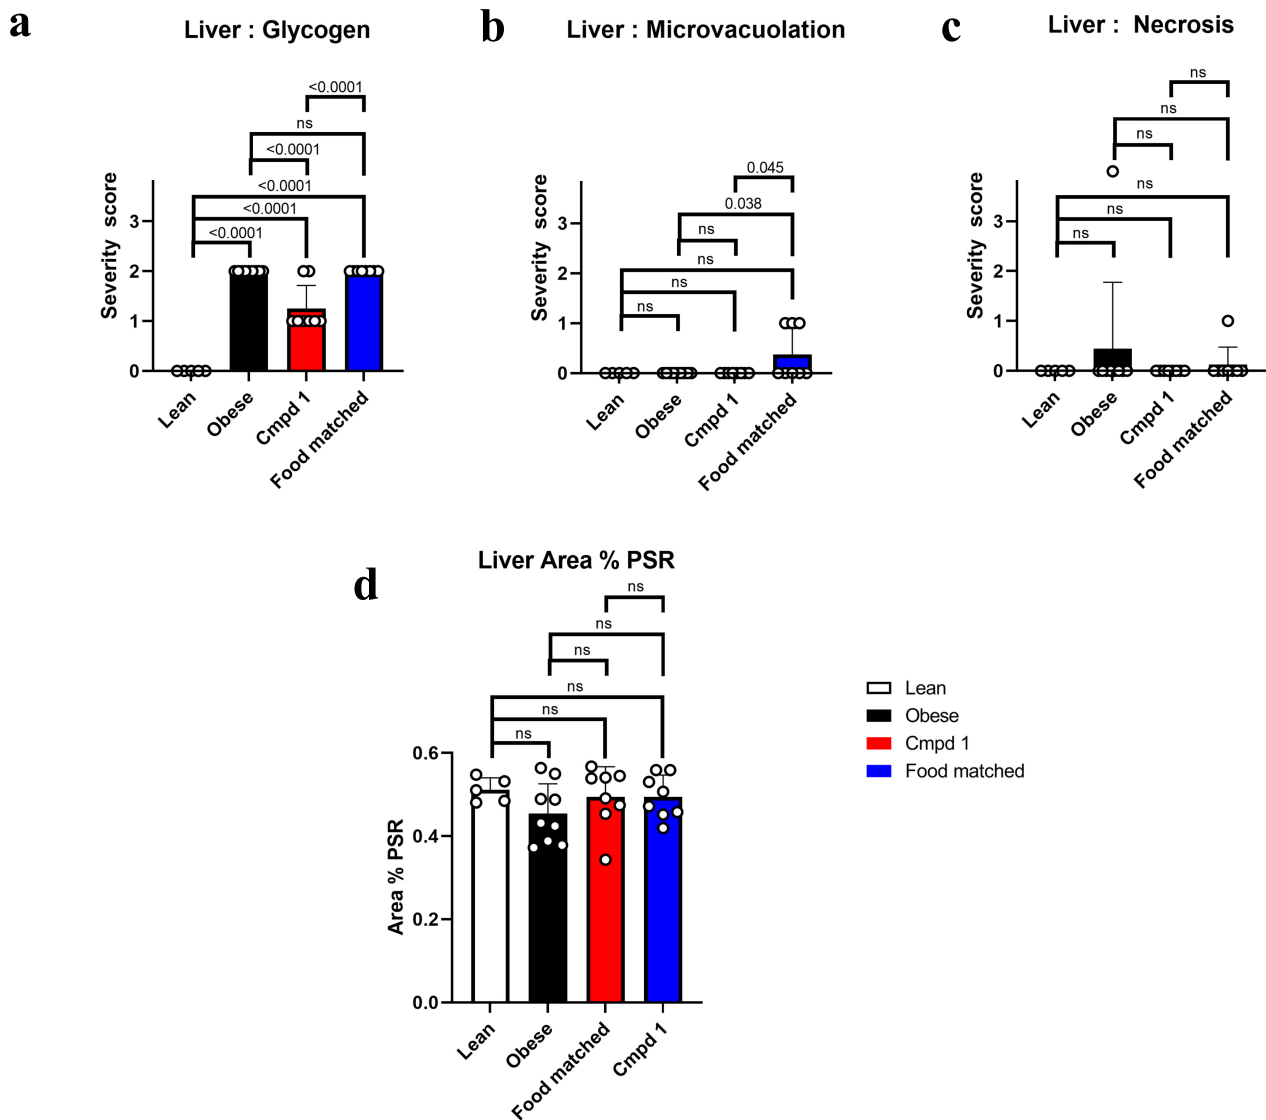

**Supplemental Figure 3** Additional liver analyses of study animals. Microscopic severity scores by blinded analysis for (a) liver glycogen (PAS-stained sections), (b) microvacuolation, and (c) necrosis. (d) Liver fibrosis as determined by Picrosirius red (PSR) staining: despite the steatosis evident in the model, no appreciable necrosis or fibrosis was observed.

How the deposited data were processed for this re-analysis (not part of the article)

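The authors deposited raw counts of uniquely mapped reads per Ensembl gene for each of the 20 iWAT libraries, made with STAR and featureCounts, with no normalization and no filter on low counts applied. The table also gives each gene's position and its length in bases, of which only the position was used. No library of another sample was in the table, and the strand setting of the counting is not stated, so reads of overlapping antisense genes cannot be told apart. The deposited phenotype label reads lean for the 5 Food matched samples, while their titles and the paper describe obese rats on restricted food, and they were taken as obese.

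From these counts, CPM were computed with TMM-scaled library sizes and log2 CPM with a prior count of 2. Genes with no reads in 10 or more libraries (50%) were left out, which removed 14892 of 32545 genes, 10187 of them with no read in any library, and left 17653, of which 15990 are protein-coding. edgeR 4.0.16 fitted 1 quasi-likelihood model of the 4 groups (16 residual degrees of freedom) under R 4.3.3, with p-values adjusted by Benjamini-Hochberg over all genes tested. The paper's methods name edgeR and limma/voom with the same thresholds, a fold over 1.5 (0.585 on the log2 scale) and an adjusted p under 0.05. limma 3.58.1 and DESeq2 1.42.0 served as other tools. limma-voom ran on the same 17653 genes, while DESeq2 ran on the 22358 genes with any read, with its own size factors and filtering, so its counts differ from those of edgeR by the test, the scaling and the genes together.

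The contrasts, the filter, 32 gene lists with 471 genes and the rule for named genes were fixed before the data were examined. Of the listed genes 461 were found in the table and 457 were tested. Some lists hold genes that the paper already reports as changed in these libraries, such as Cd44, Adrb1 and Adrb3. The results of such lists were in part known beforehand. The named genes are those the paper names for iWAT and the PKC isoforms, the 6 largest increases and 6 largest decreases among DEGs with a gene symbol, a mean of at least 1 CPM and no overlap between the groups, up to 4 DEGs with the smallest adjusted p per list, and 2 members where a list had no DEG. In the other contrasts the 3 largest in each direction were named. Some named genes and 1 list are not reported here, and the tallies of values under the alternatives leave them out. Lists were also tested against all other genes with limma's camera on voom values, at a preset correlation between genes of 0.01, adjusted over the 32 lists of each contrast. With a correlation estimated from the data, 0 lists passed in any contrast, where the preset correlation gave 14 higher and 9 lower lists for Obese versus Lean and 6 higher and 13 lower for Cmpd 1 versus Food matched. fry, which compares a list with no other genes, called 16 higher and 11 lower and then 3 higher and 12 lower. A list's score in an animal is the mean log2 CPM of its genes, compared by an exact permutation test over 252 splits of 10 rats.

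The model was first run on counts simulated from the means of the 17653 genes, with 200 genes changed. In the Obese versus Lean comparison it found 79.1% of the genes changed 1.5-fold, 95.5% of those changed 2-fold and 100% of those changed 4-fold at an adjusted p under 0.05, and 11 unchanged genes. As DEGs it called 37.3% of the genes changed 1.5-fold, 95.5% of those changed 2-fold, 100% of those changed 4-fold and 4 unchanged genes. In the Cmpd 1 versus Food matched comparison the shares at an adjusted p under 0.05 were 74.6%, 92.5% and 100%, with 8 unchanged genes, and as DEGs 43.3%, 92.5% and 100%, with 5 unchanged genes.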

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

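The tests of muscle in Lean rats 1 and 2, of reads shared between libraries, of the leukocyte score at equal depth and of the macrophage genes relative to the leukocyte genes were chosen only after the result was seen.

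Of 228 groups of 5 animals, 12 held an animal far from the other 4 (a gap over 0.71 of the group's range), and chance gives about 11.4. On the log2 CPM scale these were the mast cell score of Lean rat 1 (3.75), the antigen presentation score of Lean rat 2 (4.03), the interferon-stimulated score of Lean rat 3 (4.73), the PKC family score of Food matched rat 2 (3.87), Prkch in Lean rat 1 (3.96) and Cd44 in Cmpd 1 rat 4 (6.33). Hipk2 stood apart in Lean rat 1 (5.9), Food matched rat 3 (7.27) and Cmpd 1 rat 2 (6.97). The skeletal muscle score stood apart in Obese rat 5 (−1.89), Food matched rat 5 (2.41) and Cmpd 1 rat 4 (−2.62).

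Several gene groups that the paper does not discuss differed between Obese and Lean animals: 13 DEGs of the cell cycle list, 10 of cholesterol synthesis, 7 of branched-chain amino acid breakdown and 7 of the mast cell list. Cmpd 1 versus Lean, a contrast the paper does not report, gave 2926 DEGs. Their values stand among the other observations or beside the text on recovery.

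Of the 10 skeletal muscle genes, edgeR and DESeq2 called 10 lower in Obese than in Lean animals, while limma-voom called 0 (1 lower at an unadjusted p under 0.05). The levels were high in Lean rats 1 and 2 alone among Lean animals, with Myh1 at 920 and 1310 CPM there and at most 2.74 CPM in the other Lean rats. Without Lean rats 1 and 2 edgeR called 0 of the 10 (1 lower at an unadjusted p under 0.05), but these rats were picked for those levels, which fixes that outcome. Skeletal muscle carried over in Lean rats 1 and 2 and muscle within the depot of these animals cannot be told apart, since no value here separates them.

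Acta1 was also present at 1.82 to 2.44 CPM in Lean rats 3 to 5 and Obese rats 1 to 4 but at 0.206 CPM in Obese rat 5. Reads of one library counted in others of its pool could give such a trace, and would carry the intestine transcripts of Lean rat 5 and the gland transcripts of Obese rat 4 to the same libraries. In the 6 libraries with the trace that are no source, the median of the gland transcripts was 0.301 CPM against 0 CPM in the 10 without it, and of the intestine transcripts 0.243 against 0.0353 CPM. The medians were to exceed every library without the trace, and 1 library each did not keep to that, Cmpd 1 rat 1 at 0.335 CPM for gland and Cmpd 1 rat 5 at 0.522 CPM for intestine. A single library excludes nothing, so the 2 readings cannot be told apart, and the labels name no pool. In the order of the library labels, all Lean rats and Obese rats 1 to 4 come before Obese rat 5 and all Food matched and Cmpd 1 rats. A shared pool could give a trace that stops there. Such a pool would part most Obese rats from the Food matched and Cmpd 1 rats, and its effect on contrasts with Obese or Lean animals was not tested.

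The mean of the leukocyte genes was lower with Cmpd 1 than in Food matched animals. Lower depth argues poorly for it, since with every library thinned to the shallowest the score still differed by −0.44 (exact permutation p = 0.0079). The thinned libraries gave 1028 DEGs, of which 904 were among the 1092 called at full depth. Other tissue argues poorly for it too, since the pan-leukocyte score still differed without the 5 libraries that held other tissue (exact permutation p = 0.0079). Of those 5, only Food matched rat 5 belongs to these groups. Fewer leukocytes with unchanged transcripts per cell stay open: the lipid-associated macrophage score minus the pan-leukocyte score was 1.55 ± 0.0565 with Cmpd 1 and 1.95 ± 0.123 in Food matched animals, a difference of −0.401 (exact permutation p = 0.0079). But that list also holds genes that adipocytes express, such as Plin2, so this gap excludes nothing, and a shift in which leukocytes are present, a change within macrophages and a change within adipocytes stay open as well.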

How the results depend on the processing

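The alternatives without Lean rats 1 and 2, without the 5 libraries with other-tissue transcripts and with every library thinned to the shallowest were chosen only after the result was seen.

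Most results kept their direction and their side of the threshold: of 5277 values of named genes under the alternatives 5070 did, 165 lost the call, 32 gained one and 10 reversed. Of 1116 values of list tests 1035 did and 5 reversed, and of 992 values of scores 908 did and 21 reversed.

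Leaving out 1 rat gave 3671 to 4041 DEGs for Obese versus Lean, 806 to 1282 for Cmpd 1 versus Food matched, 640 to 991 for both, 2595 to 3007 for Cmpd 1 versus Lean, 365 (without Cmpd 1 rat 4) to 752 for Cmpd 1 versus Obese (401 without Obese rat 4), and 0 to 93 (without Food matched rat 5) for Food matched versus Obese. For Food matched versus Obese the main count was 0 by edgeR, against 10 with limma-voom, 69 with DESeq2 (with its own size factors and 22358 genes), 2 with the replicate block, 15 without Lean rats 1 and 2 and 191 without the 5 libraries. With no fold threshold the counts were 8500, 4031, 2475 (Cmpd 1 versus Obese), 6880 (Cmpd 1 versus Lean) and 3126 (both), since each includes smaller changes, and a test against the 1.5-fold threshold itself gave 2324, 51, 6, 1417 and 49. Scaling by library size alone moved the share of higher DEGs in Cmpd 1 versus Obese from 20.7% to 31.6%.

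With an estimated correlation 0 of the list tests passed, where 42 did at the preset one, here over all 32 lists and both main contrasts. Without the 5 libraries 17 score comparisons passed, where 44 did, since 2 Lean rats are left and their exact p cannot go under 0.05. Animals kept 2 groups to themselves at 4 clusters in the main tree, 1 with average linkage, 0 over the 1000 most variable genes and 0 over the DEGs of Obese versus Lean. The cause of the other changes was not tested.

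Reversals were of small differences apart from Epcam, Trp63 and the epithelium score. With library size alone, Prkca (Cmpd 1 versus Food matched) moved to 0.006, the epithelium list to the other direction (adjusted p = 0.86 from camera), the neutrophil score (Obese versus Lean) to −0.000 and the hypoxia score (Cmpd 1 versus Food matched) to 0.026. Without the 5 libraries, in Obese versus Lean, Epcam moved from −4.49 to 0.684, Trp63 from −4.69 to 1.269, Prkcq to 0.281, Fabp4 to −0.072, Hipk2 to −0.004, the neutrophil score to −0.106, the PKC score to 0.019, the epithelium score from −1.34 to 0.341 and its list to the other direction (adjusted p = 0.94 from camera). In Cmpd 1 versus Food matched the hypoxia score moved to 0.001, the thermogenic score to 0.009 and the muscle list to the other direction (adjusted p = 0.84 from camera). Without Lean rats 1 and 2, Prkcq moved to 0.297, the PKC score to 0.015 and the neutrophil score to −0.029, and thinned, the neutrophil score moved to −0.039. Leaving out 1 rat crossed 0 in Obese versus Lean for Fabp4 (−0.010 to 0.092), Prkcq (−0.305 to 0.133) and the neutrophil score (−0.020 to 0.080). In Cmpd 1 versus Food matched it crossed 0 for Prkca (−0.073 to 0.057) and the scores of hypoxia (−0.025 to 0.009), B cells (−0.161 to 0.021), thermogenic genes (−0.130 to 0.025) and PKC (−0.005 to 0.053). It turned the direction of the muscle list (adjusted p = 0.81 to 0.98 from camera) and the B cell list (adjusted p = 0.64 to 0.94 from camera).

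Whether the replicate numbers link animals across groups is not stated, and they were treated as labels in the main model. The deviations of same-numbered animals correlated between −0.102 and 0.146 over the 5 contrasts, with 1 of 5 pairs over 0.1 in Obese versus Lean and 0 of 5 in the other contrasts. Such weak correlations among 5 pairs cannot exclude a link. With the replicate block, edgeR gave 3784, 1051, 2, 582 and 2785 DEGs, and 843 in both contrasts. Pnpla2, Ccl19 and Car9, list genes under 1 CPM, lost calls under more than 1 alternative.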

Differences from the paper's values

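The comparison of log scales and the value without the 5 libraries with other-tissue transcripts were chosen only after the result was seen.

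The paper gives 2523 DEGs for Obese versus Lean, a number that its Fig. 8a leaves in doubt. The count here is 3929, at the paper's stated thresholds. Among the settings fixed before the data were examined, the count is within 1.5 times the paper's with limma-voom (3781), filterByExpr (3584), a minimum of 1 CPM in 5 libraries (2798), a test against the 1.5-fold threshold (2324), only the 2 groups compared (3677), the replicate number as a block (3784), and without Lean rat 1 (3739), Lean rat 2 (3707) or Obese rat 4 (3671). It is outside that range with DESeq2 (3929 of 22358 genes, with its own size factors and filtering, of which 3810 are also DEGs of edgeR), RLE size factors (3933), library size alone (3941), upper-quartile scaling (3974), no filter (4093), no fold threshold (8500) and without any of the other rats (3801 to 4041). In Fig. 8a the parts for the disease contrast add up to 3143, as read from the figure, and the parts outside the overlap to 2523. The paper's 2523 equals the second sum, so it may not be the count of all disease DEGs. Against 3143, 3929 is within 1.5 times, as is each other count listed except that with no fold threshold (8500). For Cmpd 1 versus Food matched the paper's 970 stands beside 1092, and a minimum of 1 CPM in 5 libraries gives 970 DEGs. For the genes in both contrasts the paper's 795 stands beside 868, or 803 at that minimum.

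The bars of Fig. 8d and e match the log fold changes here on the natural log scale, while the axis is labelled log2. Over 27 bars the median gap is 0.03 to the natural log and 0.5 to the log2 value, and 0 of the 27 differ on the natural log scale beyond the errors. For example, Mmp12 in Obese animals is about 4.1 in Fig. 8e, read by eye, and here 4.09 as a natural log and 5.90 as log2.

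The paper gives the VEGFA and HIPK2 networks as lower with disease, the FABP4 and PKCβ networks as lower with Cmpd 1 and the PPARGC1B network as higher with Cmpd 1, by scores of other genes. The mRNA of Hipk2 leaned higher in Obese animals (0.21, but 0.039 without Lean rat 1 and −0.004 without the 5 libraries with other-tissue transcripts) and that of Ppargc1b lower with Cmpd 1 (−0.28), neither past edgeR's test, although all 5 Cmpd 1 animals lay below all 5 Food matched animals for Ppargc1b (exact permutation p = 0.0079). Those of Vegfa and Prkcb went the stated way, and that of Fabp4 went the way of the paper's text, while the score drawn for FABP4 in Fig. 8c is positive.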

Other observations

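The values without Lean rats 1 and 2 or without the 5 libraries with other-tissue transcripts were chosen only after the result was seen.

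Among 100 splits of the libraries compared, the real one included, only the real split gave as many DEGs for Obese versus Lean (1 of 100, 3929 against at most 1845 in the others), Cmpd 1 versus Food matched (1 of 100, 1092 against 595), both contrasts (1 of 100, 868 against 537), Cmpd 1 versus Obese (1 of 100, 623 against 37) and Cmpd 1 versus Lean (1 of 100, 2926 against 1303). A rank of 1 in 100 argues against chance for these counts but does not exclude it, and a batch was not tested. For both contrasts only the Cmpd 1 and Food matched libraries were split. The DEGs of Obese versus Lean stayed the real ones, so the overlap was not tested with both contrasts split. For Food matched versus Obese the real count was 0 DEGs by edgeR (1887 genes at an unadjusted p under 0.05, 10 DEGs with limma-voom and 69 with DESeq2), which every split reaches (100 of 100), so the comparison decides nothing there. The highest of its other splits called 67, and no test was made of a structure of the samples behind that split.

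Genes of dividing cells were higher in Obese than in Lean iWAT and lower with Cmpd 1 than in Food matched iWAT. All 13 cell cycle genes were higher in Obese animals and 12 were lower with Cmpd 1, with the same counts when adjusted over the list alone. Mki67, the proliferation marker Ki-67, was at 8.69 ± 2.68, 53.7 ± 9.38, 56.9 ± 11.0 and 27.0 ± 7.84 CPM (SD, n = 5 rats each) in Lean, Obese, Food matched and Cmpd 1 animals, with log2 fold changes of 2.63 and −1.07. For these genes camera gave adjusted p = 9e-10 and adjusted p = 2e-10, and adjusted p = 0.18 and adjusted p = 0.17 with an estimated correlation.

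Of 17 genes of cholesterol synthesis and its regulation, 10 were higher in Obese animals and 5 were lower with Cmpd 1, the same over the list alone. Sqle, squalene epoxidase, had log2 fold changes of 1.84 and −0.97, and Insig1 fell with Cmpd 1 by −0.76. The camera test gave adjusted p = 4.8e-08 and adjusted p = 1.8e-07, and adjusted p = 0.18 and adjusted p = 0.17 with an estimated correlation. Of 18 genes of branched-chain amino acid breakdown, 7 were lower in Obese animals and 1 was higher with Cmpd 1, the same over the list alone. Bcat2, the mitochondrial branched-chain aminotransferase, was lower in Obese animals by −1.13, and Pccb was higher with Cmpd 1 by 0.59, which dropped under the fold threshold without Food matched rat 1 (0.58), rat 2 (0.53) or rat 4 (0.57), or Cmpd 1 rat 4 (0.52) or rat 5 (0.58). Set against the other genes by camera, the list had adjusted p = 2.4e-09 and adjusted p = 3.8e-08, and adjusted p = 0.17 and adjusted p = 0.17 with an estimated correlation.

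Of 10 mast cell genes, 7 were lower in Obese animals (7 over the list alone) and 1 was higher with Cmpd 1 (4 over the list alone). Cpa3, a mast cell protease, was at 68.2 ± 6.04 CPM in Lean and 25.9 ± 5.67 CPM in Obese animals (SD, n = 5 each), and Hdc, which makes histamine, had log2 fold changes of −1.12 and 0.72. Tested as a set by camera, these genes had adjusted p = 0.0014 and adjusted p = 0.027, and adjusted p = 0.31 and adjusted p = 0.61 with an estimated correlation.

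Of 20 extracellular matrix genes, 9 were higher in Obese animals and 3 were lower with Cmpd 1, the same over the list alone. Timp1, an inhibitor of matrix proteases, had log2 fold changes of 1.83 and −1.01, and Col6a1, a collagen of fat, was higher in Obese animals by 1.00. From limma's camera the list had adjusted p = 0.00017 and adjusted p = 0.026, and adjusted p = 0.25 and adjusted p = 0.61 with an estimated correlation. Of 11 adipose progenitor genes, 1 was higher and 7 were lower in Obese animals and 1 was higher and 1 lower with Cmpd 1, the same over the list alone. Gsn was lower in Obese animals (−0.67) and higher with Cmpd 1 (0.64). The first was under the fold threshold without Obese rat 1 (−0.58) and the second without Cmpd 1 rat 4 (0.58). Dpp4 (−2.01) and Cd34 (−0.94) were lower in Obese animals and Lum (−1.08) was lower with Cmpd 1, and without the 5 libraries with other-tissue transcripts 4 progenitor genes were lower in Obese animals. For these genes camera gave adjusted p = 0.0074 in the disease contrast (adjusted p = 0.4 with an estimated correlation) and adjusted p = 0.12 with Cmpd 1. Of 12 endothelial genes, 2 were lower in Obese animals, Tek (−0.80) and Cldn5 (−0.80), and 1 was higher with Cmpd 1, Egfl7 (0.64, under the fold threshold without Food matched rat 1, Food matched rat 3 or Cmpd 1 rat 1, at 0.57, 0.55 and 0.57), the same over the list alone. The camera test gave adjusted p = 0.016 (adjusted p = 0.47 with an estimated correlation) and adjusted p = 0.12.

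Of 20 genes of oxidative phosphorylation, 0 were DEGs in either contrast by edgeR, limma-voom or DESeq2, while 18 were lower in Obese animals and 6 higher with Cmpd 1 at an unadjusted p under 0.05. Sdha (−0.36) and Sdhc (−0.33) were lower in Obese animals at folds under the threshold. Set against the other genes by camera, the list had adjusted p = 7.1e-05 and adjusted p = 0.046, and adjusted p = 0.36 and adjusted p = 0.72 with an estimated correlation. Of 17 genes of fatty acid oxidation, 1 was higher (Cpt1a, 0.59, under the fold threshold without Lean rat 1, Lean rat 2, Obese rat 3 or Obese rat 4, at 0.56, 0.57, 0.55 and 0.56) and 1 lower (Eci1, −0.86) in Obese animals, the same over the list alone. In the Cmpd 1 contrast, 0 were DEGs by edgeR, limma-voom or DESeq2, while 5 were higher and 1 lower at an unadjusted p under 0.05. Tested as a set by camera, these genes had adjusted p = 0.15 and adjusted p = 0.017, and the second was adjusted p = 0.61 with an estimated correlation, while the mean of the list differed by −0.10 and 0.11 (exact permutation p = 0.016 and 0.04). Of 13 hypoxia genes, 1 was higher and 2 lower in Obese animals and 2 were higher and 1 lower with Cmpd 1, the same over the list alone, with Egln3 lower in Obese animals by −1.80 and 2.47-fold higher with Cmpd 1. Car9 was higher in Obese animals (0.91) and lower with Cmpd 1 (−1.08). It lost the first call without Lean rat 1, Lean rat 4 or Obese rat 3 (adjusted p = 0.06, 0.053 and 0.064 from edgeR). It lost the second without Food matched rat 4 or Cmpd 1 rat 4. The hypoxia mean was lower in Obese animals by a log2 difference of −0.18 (exact permutation p = 0.0079). From limma's camera the list had adjusted p = 0.095 and adjusted p = 0.63.

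Of 13 interferon-stimulated genes, 2 were higher in Obese animals, Usp18 (0.76) and Ifit3 (0.84, and 0.54 without Obese rat 4, under the fold threshold), the same over the list alone. With Cmpd 1, 0 were DEGs by edgeR, limma-voom or DESeq2, while 2 were lower at an unadjusted p under 0.05 from edgeR. For these genes camera gave adjusted p = 0.51 and adjusted p = 0.13. Of 10 skeletal muscle genes, 10 were lower in Obese animals by edgeR (10 over the list alone) and 10 by DESeq2, while limma-voom called 0, with 1 lower at an unadjusted p under 0.05. In the Cmpd 1 contrast, 0 were DEGs by edgeR or limma-voom and 4 were lower by DESeq2, with 1 lower at an unadjusted p under 0.05 from edgeR. Without Lean rats 1 and 2 in the fit edgeR called 7 lower. Without Food matched rat 5 the change of Acta1 in this contrast went from −6.64 to −0.12 and that of Myh1 from −5.39 to −2.64. The camera test gave adjusted p = 0.16 and adjusted p = 0.87. Of 8 epithelial genes, 6 were lower in Obese animals, the same over the list alone and by DESeq2 but 2 by limma-voom, among them Cdh1 (−3.78), and without the 5 libraries with other-tissue transcripts 1 was higher and 1 lower. The change of Cdh1 was −2.30 without Lean rat 2 and −4.51 without Obese rat 4. With Cmpd 1, 0 were DEGs by edgeR, limma-voom or DESeq2, and 0 had an unadjusted p under 0.05. Set against the other genes by camera, the list had adjusted p = 0.27 and adjusted p = 0.87.

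Of 9 PKC genes, 2 were higher and 2 lower in Obese animals, the same over the list alone. Prkcd, at 36.5 ± 5.19 CPM in Lean and 84.9 ± 10.6 CPM in Obese animals (SD, n = 5 each), was higher by 1.22, as was Prkcb, and Prkcz (−2.15) and Prkci (−0.59, under the fold threshold without Lean rat 4, Lean rat 5, Obese rat 3 or Obese rat 4, at −0.56, −0.57, −0.56 and −0.57) were lower. Prkca, the other target of the compound, was lower in Obese animals by −0.43, a fold under the threshold. In the Cmpd 1 contrast, 0 were DEGs by edgeR, limma-voom or DESeq2, while 2 were higher and 2 lower at an unadjusted p under 0.05. The camera test leaned higher in the disease contrast (adjusted p = 0.62), where the median was 0.07 and the mean −0.07, and lower with Cmpd 1 (adjusted p = 0.84), where the median was −0.03 and the mean 0.01.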
